# The model diatom *Phaeodactylum tricornutum* provides insights into the diversity and function of microeukaryotic DNA methyltransferases

**DOI:** 10.1038/s42003-023-04629-0

**Published:** 2023-03-09

**Authors:** Antoine Hoguin, Feng Yang, Agnès Groisillier, Chris Bowler, Auguste Genovesio, Ouardia Ait-Mohamed, Fabio Rocha Jimenez Vieira, Leila Tirichine

**Keywords:** DNA methylation, Phylogenetics

## Abstract

Cytosine methylation is an important epigenetic mark involved in the transcriptional control of transposable elements in mammals, plants and fungi. The Stramenopiles-Alveolate-Rhizaria (SAR) lineages are a major group of ecologically important marine microeukaryotes, including the phytoplankton groups diatoms and dinoflagellates. However, little is known about their DNA methyltransferase diversity. Here, we performed an in-silico analysis of DNA methyltransferases found in marine microeukaryotes and showed that they encode divergent DNMT3, DNMT4, DNMT5 and DNMT6 enzymes. Furthermore, we found three classes of enzymes within the DNMT5 family. Using a CRISPR/Cas9 strategy we demonstrated that the loss of the DNMT5a gene correlates with a global depletion of DNA methylation and overexpression of young transposable elements in the model diatom *Phaeodactylum tricornutum*. The study provides a view of the structure and function of a DNMT family in the SAR supergroup using an attractive model species.

## Abstract (web summary)

A phylogenetic study of DNA methyltransferases (DNMTs) in microalgae, paired with functional analyses in the model diatom *P. tricornutum*, shows that DNMTs are central in microeukaryotic DNA methylation.

## Introduction

In eukaryotes the methylation of the fifth carbon of cytosine (5mC) is a well-known epigenetic mark associated with transcriptional repression. It has been implicated in a wide range of cellular processes including the stability of repeat rich centromeric and telomeric regions as well as in repression of transposable element (TEs) expression^1–4^. 5mC is deposited by DNA methyltransferases (DNMTs) capable of *de novo* methylation and is propagated through subsequent cell division by maintenance DNMT enzymes. Eukaryotes have acquired a diverse set of DNMTs by horizontal gene transfer of bacterial DNA cytosine methyltransferase involved in the restriction-methylation system^5^. All DNMTs contain a catalytic protein domain composed of ten conserved motifs (annotated I to X) that provide binding affinity to the DNA substrate and the methyl donor cofactor S-Adenosyl methionine to process the transfer of a methyl group to unmethylated cytosines^6,7^. DNMTs have further diversified over evolutionary time scales in eukaryote lineages and acquired chromatin associated recognition and binding domains giving rise to a wide diversity of DNA methylation patterns^8,9^.

The loss and gain of DNMTs have been associated with profound divergence in cell biology and control of gene expression. To date, six main eukaryotic DNMT families have been described and named DNMT1, DNMT2, DNMT3, DNMT4, DNMT5, and DNMT6^10,11^. In Metazoans, the combined activity of the DNMT3 and DNMT1 families allow the deposition and maintenance of DNA methylation patterns during the successive developmental waves of DNA demethylation and remethylation^12^. Zebrafish possesses six DNMT3 family *de novo* methyltransferase genes, *dnmt3*–*dnmt8*. This group includes both orthologs of mammalian *dnmt3a* and *dnmt3b* as well as fish-specific genes with no mammalian orthologs^13^. In fungi, the DNA methylation machinery consists in a maintenance activity by DNMT1/DIM2, as in *Neurospora crassa*^14^, or the activity of ATPase-DNMT5 enzymes as reported in *Cryptococcus neoformans*^11,15^. The DNMT5 enzyme also correlates with a heavy histone linker DNA methylation landscape in *Micromonas pusilla*, the pelagophyte *Aureococcus annophagefferens* and the haptophyte *Emiliania huxleyi*^11^. Fungal DNMT4 relatives are involved in the DNA methylation related process known as Repeat-Induced Point Mutation and Methylation Induced Premeiotically that leads to TE extinction and/or stage specific repression as observed in *Aspergillus* and *Neurospora* species^16–19^.

Losses and lineage specific duplication of DNMT1 and DNMT3 have occurred during insect evolution, such as in Diptera lineages^20^, leading to secondary loss of global 5mC methylation. In plants, the acquisition of novel DNMT1 proteins named Chromomethylases (CMTs) and the divergence of the DNMT3 family led to the spreading of the asymmetrical non-CG patterns of DNA methylation that is extensively found in angiosperms^21–23^. DNMT2 is known to methylate tRNAs to yield ribo-5-methylcytidine in a range of eukaryotic organisms, including humans, mice, *Arabidopsis thaliana*, and *Drosophila melanogaster*^24^. It is characterized by its cytoplasmic localization that contrasts with the exclusively nuclear localization of Dnmt1 and Dnmt3^25^. Lastly, DNMT6 has been found in *Chlorophyta*, *Haptophyta*, *Ochrophyta*, diatoms and dinoflagellates (e.g., *Symbiodinium kawagutii* and *Symbiodinium minutum*)^10,11,26,27^ but its function remains elusive. Importantly, 5mC is increasingly reported in eukaryotes of the Stramenopiles-Alveolate-Rhizaria (*SAR)* lineages as in dinoflagellates^26^, diatoms^27^, and kelps^28^. However, because of the severe underrepresentation of marine unicellular eukaryotes in modern sequencing databases, our understanding of the DNA methylation machinery in these organisms remains scarce.

Diatoms are a dominant, abundant, and highly diverse group of unicellular brown microalgae (from 2 to 200 µm) of the stramenopile lineage. It is estimated that diatoms are responsible for nearly 20% of primary production on earth^29,30^. They are known to dominate marine polar areas and are major contributors of phytoplankton oceanic blooms. To date, 5mC has been reported only in four diatoms, *Thalassiosira pseudonana*^11^,*Cyclotella cryptica*^31^, *Fragilariopsis cylindrus*^11^, and *Phaeodactylum tricornutum*^11,27^. Diatom methylation patterns strongly contrast with the patterns observed in animals but also dinoflagellates and plants^32^. Firstly, in *P. tricornutum*, *T. pseudonana* and *F. cylindrus*, total levels of DNA methylation range from 8% to as low as 1% of cytosines in the CG context^11^ over repeats and TEs usually (but not exclusively) concentrated in telomeric regions^11,27^. Non-CG methylation is also detected but is scarce. Diatom genomes are therefore predominantly composed of isolated highly CG methylated TE islands in an otherwise unmethylated genome and to that regard are remarkably like fungal methylation profiles. In all diatoms examined so far, methylated TEs often have low expression^11,27,31^. This is remarkably consistent with the repressive role of DNA methylation in other eukaryotes and further traces back 5mC-mediated control of TE expression to the last eukaryotic common ancestor. Nonetheless, direct evidence of 5mC repressive role of TEs in diatoms is lacking. Diatom genomes contain predicted proteins similar to members of the DNMT2, DNMT3, DNMT4, DNMT5, and DNMT6 family^11,33^. The conservation of their domain composition across eukaryotic groups as in the yeast *Cryptococcus neoformans* suggests that diatom DNMT5-like C5-MTases play a conserved and specific role in DNA methylation^11,15^. However, the functions of the DNMTs reported in diatoms have not been characterized in vivo.

Recent advances in high throughput RNA sequencing technologies led to the development of the Microbial Eukaryote Transcriptome Sequencing Project (MMETSP)^34^. The MMETSP concatenates more than 650 transcriptomes from diverse microeukaryote lineages, such as diatoms and dinoflagellates, making it the biggest sequence database for transcriptomes from individual marine microeukaryotes. Here, utilizing the newly defined enhanced Domain Architecture Framework (eDAF) methodology^35^, we first explored the structural and phylogenetic diversity of DNMT sequences in marine microeukaryotes from the publicly available MMETSP sequencing databases. Using an integrative approach with available genomes and phylogenetic studies, we provide a DNMT phylogeny focused on the structural and domain diversity found in microeukaryote enzymes and discuss their evolutionary origins. We define, in the DNMT5 family, the sub-families DNMT5a, b and c enzymes, based on structure and phylogenetic assessment. The presence of the predicted DNMT5 family diversity remarkably contrasts with the apparent lack of DNMT1 in most of the MMETSP and microeukaryote databases. Using CRISPR/Cas9 genome editing, we present the functional characterization of the DNMT5a sub-family in the model diatom *P. tricornutum* demonstrating, to our knowledge for the first time in any SAR, the role of this family in the repression of TEs in an early diverging eukaryote lineage^36^.

## Results

### Diversity of DNMT5 methyltransferases in microeukaryotes

To capture the diversity of 5-cytosine DNA methyltransferases encoded in microalgae, we applied a relaxed HMMER search (*e* = 1 as the cut-off threshold) for the PFAM DNMT (PF00145) domain on transcriptomes from the MMETSP database. The aim of this approach was to retrieve the maximum of DNMT hits between distantly related eukaryotes. In this study, we focused on DNMT1, DNMT3, DNMT4, DNMT5, and DNMT6 gene families that are known or represent putative DNA modifying enzymes. We retained sequences showing conserved DNMT domains and depicted their domain structures using eDAF analysis^35^. We built a representative phylogeny of DNA methyltransferases based on the alignment of conserved DNMT motifs (Fig. 1a, Supplementary Fig. 1, Supplementary Data 1). Since DNMT2 is an aspartic acid transfer RNA methyltransferase^25^, published microalgal DNMT2 sequences were used as additional sequences for phylogenetic analysis. The tree construction exploited the stability of Bayesian approaches to deal with the fast evolution rates observed in our DNMT sequences. Methods based on posterior probabilities present more support values than random sampling algorithms when facing high mutation rates^37–39^. The MMETSP database is composed of transcripts and is thus deprived from lowly expressed genes or pseudogenes. The relative absence of a given gene family within a species will therefore be interpreted accordingly.

**Fig. 1:**
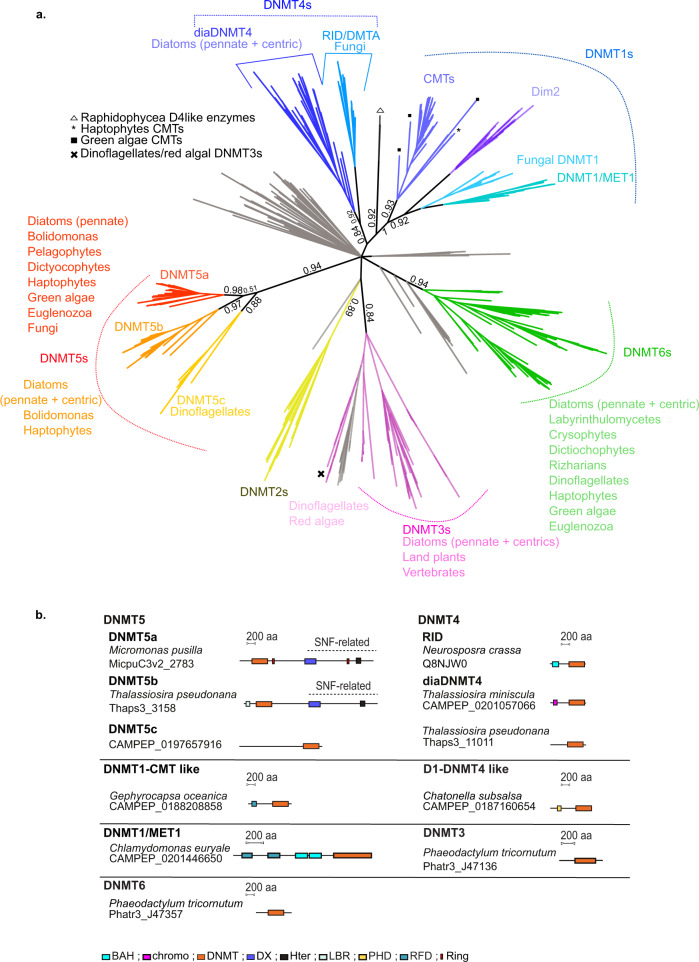
Phylogenetic analysis of DNMTs from MMETSP. **a** Convergent phylogenetic tree of DNMT domains from the MMETSP and reference genome databases. The sequences selected were from microeukaryotes. Numbers represent MrBAYES posterior probabilities. Gray branches represent bacterial and viral DNA cytosine methyltransferase enzymes. We indicate the main lineages found within each gene family using their corresponding colors next to the tree. **b** Schematic representation of the DAMA/CLADE structure of representative DNMT enzymes. DNMT DNA methyltransferase; RING: Ring zinc finger domain, DX Dead box helicase, Hter C-terminus-Helicase, LBR Laminin B receptor, RFD Replication Foci Domain, BAH Bromo-Adjacent Homology, Chromo Chromodomain, PHD Plant HomeoDomain.

We found three gene families related to the DNMT5 clade of enzymes that we named DNMT5a, DNMT5b, and DNMT5c (Fig. 1a). The sequence alignments show homology in the functional DNMT motifs (I-IV, VII, and X) that contain the S-Adenosyl methionine binding and catalytic domains within DNMT5s (i.e., DNMT5a, b and c) (Supplementary Fig. 2). We noticed that the DNMT5 S-Adenosyl methionine-binding phenylalanine found in the catalytic motif IV of other DNMTs is replaced by a serine. Along with other amino acid substitutions within the motifs I to V (Supplementary Fig. 2), this serine locks the protein in an autoinhibitory state released by hemi-methylated DNA binding and the ATPase activity of the SNF domain^40^. The three DNMT5 families form a supported group of enzymes (posterior probabilities 0.94). The DNMT5a and DNMT5b clades are well supported (posterior probabilities of 0.98 and 0.97, respectively). The DNMT5c family is, however, less supported (posterior probability of 0.88). The relationships between the DNMT5a, b, c sequences are, however, unresolved as the DNMT5a, b branch is poorly supported (posterior probability of 0.51). Of note, DNMT5a is found in distantly related eukaryote lineages. We found 76 species with at least one DNMT5 orthologue. We found a DNMT5a in the green algae *Tetraselmis astigmata* but also in haptophytes and the marine photosynthetic excavate euglenozoa *Eutreptiella gymnastica*. The DNMT5a family is also found in stramenopiles, including diatoms, bolidomonas, pelagophytes, and dictiochophytes, as well as in fungi (former *Cryptococcus* DNMT5-related enzymes) (Fig. 1a, Supplementary Data 2). The DNMT5b enzyme is found in diatoms, *Bolidomonas pacifica* and haptophytes. *Emiliania huxleyi* DNMT5 enzymes are not found in other haptophytes in the MMETSP database. In addition, the phylogenetic position of E. huxleyi DNMT5 proteins are not very supportive. First, E. huxleyi DNMT5a protein is not monophyletic with other ochrophyte DNMT5s and its DNMT5b appears as an outgroup found in diatoms. (Supplementary Fig. 1). Within diatoms, genomes from both *F. cylindrus* and *Synedra* contain DNMT5a and DNMT5b gene copies (Supplementary Data 3) but lineage specific loss of DNMT5a is also observed in Thalassiosirales. Haptophyte DNMT5s could be of lateral gene transfer origin, as in other microalgae. DNMT5c enzymes are specific to dinoflagellates that are known to have very fast evolutionary rates and likely divergent base/amino acid compositions. Dinoflagellate DNMT5c sequences may thus represent a highly divergent DNMT subgroup that our phylogeny failed to associate with other DNMT5s.

We found that the DNMT5a and b families share a C-terminal SNF2-type DEXDc/HELICc helicase domain composed of two helicases complemented or not by a RING finger domain (Fig. 1b, Supplementary Data 4). We found that DNMT5b enzymes display unique features. First, among them, 14 contain an N-terminal laminin B receptor domain as in *T. pseudonana* (Fig. 1b, Supplementary Data 4). Also, other DNMT5b enzymes contain N-terminal CpG methyl binding domains, as well as HAND structure domains, methyl-lysine and methyl-arginine TUDOR binding domains (Supplementary Data 4). Finally, their DNMT domain is longer compared to the DNMT5a, c due to the presence of spacer sequences between motifs. These differences in structure may highlight functional diversity between the DNMT5 subfamilies and are consistent with the duplication followed by divergence hypothesis described above. Accordingly, the DNMT5c family also diverged compared to the DNMT5a and b enzymes at the protein domain composition. It is indeed characterized by a long (~1000 amino-acids) N-terminal sequence with no annotated functional domains (Fig. 1b, Supplementary Data 4).

### The DNMT4 and DNMT1 family methyltransferases in microalgae

In our phylogenetic analysis, the DNMT4 and DNMT1 clades form a poorly supported gene family, as previously described^11,41^ (Fig. 1a, Supplementary Fig. 1). DNMT1s are maintenance enzymes in eukaryotes that often associate a DNMT catalytic domain with chromatin binding domains such as Bromo-Adjacent Homology domains, Plant HomeoDomains, chromodomains and domains required for interaction with accessory proteins. DNMT4 enzymes are related to DIM2 enzymes in fungi^41^ and are involved in the Methylation Induced Premeiotically and Repeat-Induced Point Mutation processes. Interestingly, two DNMT4 enzymes were also described in the pennate diatom *F. cylindrus* and the centric diatom *T. pseudonana* based on a previous phylogenetic analysis of DNMT enzymes in microalgae^10^. We first confirmed that orthologues of *T. pseudonana* DNMT4 enzymes are widespread in diatom transcriptomes and genomes. A total of 8 pennate and 23 centric diatoms out of 60 diatom species, express or encode at least one DNMT4 related transcript (Supplementary Data 3). This finding suggests that the family is ancestral in diatoms. In our analysis, no DNMT4 enzymes were found in other species of the MMETSP database. Phylogenetic analysis indicates that RID and diatom DNMT4s may form a moderately supported monophyletic family of enzymes (Fig. 1a). At the structural level, both RID and diatom DNMT4 enzymes diverged compared to DNMT1 enzymes, and also between each other. Most diatom DNMT4 enzymes are composed of a single DNMT domain as in *T. pseudonana*, which also contrasts with fungal enzymes (Fig. 1b, Supplementary Data 4). Nonetheless, nine diatom DNMT4 proteins possess an additional N-terminal chromodomain as observed in *Thalassiosira miniscula* (Fig. 1b, Supplementary Data 3 and 4). Furthermore, we found two putative DNMT1-like enzymes in the transcriptomic database of two *Raphidophyceae* brown microalgae: *Heterosigma akashiwo* and *Chatonella subsalsa*. They are composed of a conserved DNMT domain and a plant homeodomain (Fig. 1b, Supplementary Fig. 1, Supplementary Data 4) but poorly defined a monophyletic gene family with either DNMT1s or DNMT4s.

Interestingly, we found a DNMT1-related enzyme in three haptophyte species out of four (*Gephyrocapsa oceanica*, *Isochrysis.sp-CCMP1324* and *Coccolithus pelagicus*) from the MMETSP database that cluster with annotated CMTs found in the coccolithophore *E. huxleyi* (Fig. 1a, Supplementary Fig. 1). We found that the enzymes of *Gephyrocapsa oceanica* (CAMPEP_0188208858), *Isochrysis-CCMP1324* (CAMPEP_0188844028) and *Emiliania huxleyi* (jgi_215571) have DNMT1-like structures with a Replication Foci Domain followed by a Bromo-Adjacent Homology (in *Emiliana huxleyi* only) and a conserved DNMT domain (Fig. 1b, Supplementary Data 4). Haptophyte enzymes seem to distantly relate to the conserved green algal CMT (hCMT2) enzymes (Fig. 1a, Supplementary Fig. 1).

We detected DNMT1/MET1 transcripts encoding proteins similar to the plant MET1 enzyme in seven green algae species from MMETSP, mainly from the Chlamydomonadales order such as in some *Chlamydomonas* species (Fig. 1b, Supplementary Fig. 1, Supplementary Data 2).

### The DNMT3 and DNMT6 methyltransferases are abundant in diatoms and lack chromatin associated domains

Our data indicate that the DNMT3 family is not particularly frequent in microalgae (Fig. 2, Supplementary Data 2). DNMT3 is absent in most stramenopiles except in diatoms; for which genomic and transcriptomic data strongly support its presence (Supplementary Data 3). DNMT3 seems absent in the studied haptophytes (Fig. 2, Supplementary Data 2). Only one transcript from the cryptomonad *Goniomonas pacifica* could be annotated as DNMT3. In addition, we could not identify DNMT3 enzymes in any green algae in MMETSP, although it is present in red algae as it is found in the genomes of *Cyanidioschyzon merolae* and *Galdieria sulphuraria* (Fig. 2, Supplementary Data 2). We also report several additional DNMT3 transcripts in dinoflagellates, as previously described^26^ (Fig. 2, Supplementary Data 2). Upon alignment, dinoflagellate DNMT3 enzymes (including former annotated enzymes^26^) and *Goniomonas pacifica* DNMT3s are closely related to those from red algae but diverge from other DNMT3s, while diatoms display their own DNMT3 family (Supplementary Fig. 1). This suggests that the DNMT3 family was iteratively lost and acquired several times during microalgal evolution. As observed in *P. tricornutum*, DNMT3 enzymes found in microalgae, all lack chromatin associated domains (Fig. 1b, Supplementary Data 4). This contrasts with mammalian DNMT3s^42^ that interact with histone post-translational modifications.

**Fig. 2:**
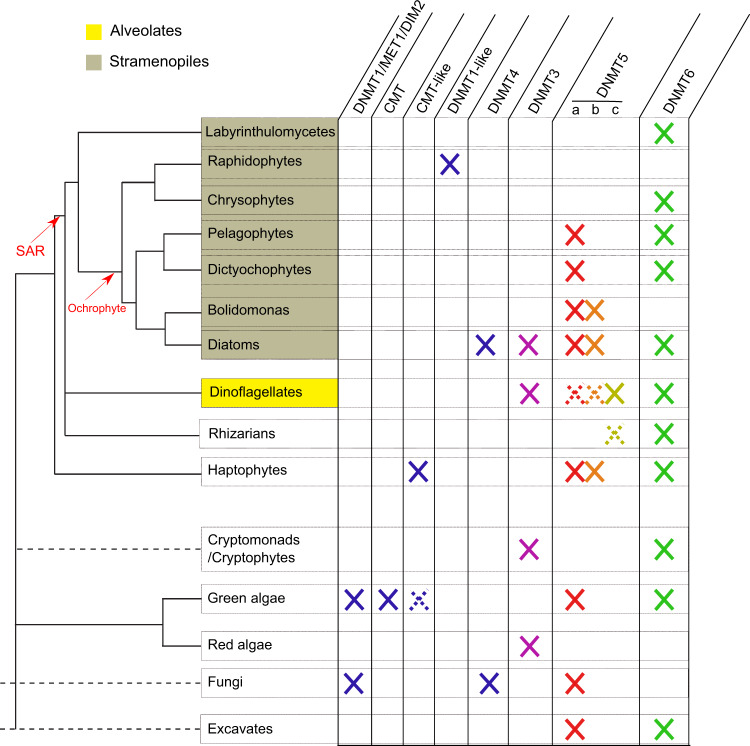
Summary of DNMT family lineages found in microeukaryotes. Full crosses report the presence of a given gene family within lineages. Dashed lines and crosses indicate the uncertainty in the eukaryotic phylogeny as well as low support presence of a given DNMT family within lineages. Fungi that share DNMT families with other eukaryotes presented in this study are shown for comparison purposes. SAR: Stramenopile Alveolate Rhizaria lineage. Ochrophyte are secondary endosymbiont, photosynthetic lineages of stramenopiles.

DNMT6 enzymes were found among the most widespread DNMTs in microeukaryotes. We found a DNMT6 transcript in the MMETSP transcriptomes of three *Tetraselmis* green algae and seven dinoflagellates (Fig. 2, Supplementary Data 2). In addition, DNMT6 is distributed extensively in stramenopiles, including *Dictyochophyceae*, *Crysophyceae,* and *Pelagophyceae* (Fig. 2, Supplementary Data 2). In diatoms, DNMT6 is very abundant (Supplementary Data 3). DNMT6 is also present in the non-photosynthetic labyrinthulomycetes *Aplanochytrium stocchinoi* and probably in *Aplanochytrium keurgelense* (Fig. 2, Supplementary Data 2). In addition, our data strongly support the presence of DNMT6 orthologues in the major *Chromalveolata* lineage of *Rhizaria* (Fig. 2, Supplementary Data 2), as suggested in previous reports^26^. DNMT6 enzymes are mostly homogeneous and do not contain chromatin associated signatures, as in *P. tricornutum* DNMT6 and DNMT3 (Fig. 1b, Supplementary Data 4). Finally, monophyletic relationships within the DNMT6 family and between microeukaryotes could not be resolved (Supplementary Fig. 1).

### Single base resolution of DNA methylation in *P. tricornutum* DNMT5:KO cell lines

The pennate diatom *P. tricornutum* is the model diatom species that we and others use to study the epigenomic landscape in diatoms, shedding light into the conservation and divergence of DNA methylation patterns in early diverging eukaryotes^27,43^. The *P. tricornutum* genome encodes DNMT3 (Phatr3_J47136), DNMT6 (Phatr3_J47357) and DNMT5a (Phatr3_EG02369) orthologues in single copies but lacks the DNMT4 and DNMT5b orthologues found in other diatoms (Supplementary Data 3). We asked whether any of these DNMTs have DNA methylation function(s) in vivo. Using a CRISPR/Cas9-mediated knockout approach, we screened *P. tricornutum* for DNMT loss of function mutants (see Methods section). In this work, we report five independent mutants with homozygous out-of-frame deletions generating premature STOP codons in the coding sequence of DNMT5a named ‘M23’, ‘M25’, ‘7C6’, ‘7C7’ and ‘M26’ DNMT5:KOs. Two mutants, M23 and M25 with frameshift in the coding sequence of DNMT5 were retained for further investigation (Supplementary Fig. 3). Those mutants are also homozygous for other polymorphisms in the region (Supplementary Fig. 3) that could suggest gene conversion after Cas9 double strand breaks in *P. tricornutum*^44^. No DNMT3 or DNMT6 mutations could be generated using the CRISPR/Cas9 editing strategy.

Using sets of primer pairs targeting the DNMT domain as well as the DEADX helicase-SNF2 like domain of DNMT5 transcripts, we detected by RT-qPCR a 4- to 5-fold loss in mRNA levels in both M23 and M25 cell lines (Supplementary Fig. 4a, Supplementary Data 5). 5mC dot blot screening revealed that all DNMT5:KOs had a 4–5 fold loss of DNA methylation compared to the Pt1 8.6 reference (‘wild-type’) (Supplementary Figs. 4b, 5), consistent with the putative role of DNMT5 in maintaining DNA methylation patterns in diatoms.

To generate a quantitative single base resolution of DNA methylation loss in DNMT5:KOs, we performed whole genome bisulfite sequencing in M23, M25 (considered as two biological replicates) and the reference, Pt1 8.6 line. We filtered cytosines by coverage depth considering a 5X coverage in all cell lines as a threshold and computed CG methylation levels in TEs and genes. We found that CG methylation is severely impaired in M23 and M25 compared to Pt1 8.6 cell line (Fig. 3a, b, Supplementary Data 6). This is particularly observed within TEs that are the targets of DNA methylation in *P. tricornutum* (Fig. 3a, b). To get a quantitative view of the loss of DNA methylation in DNMT5:KOs, we defined differentially methylated regions (DMRs). We computed DMRs between DNMT5:KOs and WT lines using the bins built-in DMRcaller^45^ tools considering 100 bp bins with a minimal difference of + /− 20% DNA methylation at CGs (5X coverage) in mutants compared to the Pt1 8.6 line. Those thresholds were used based on the minimum coverage per cytosine and the methylation characteristics in our sequencing data (Supplementary Fig. 6a, b). We identified 1715 and 1720 CG DMRs in M23 and M25, respectively (Supplementary Data 7 and Supplementary Data 8), of which 96% are shared between both mutants and show a consistent loss of DNA methylation upon knockout of DNMT5a (Fig. 3c), referred in this study as common hypoDMRs. CG common hypoDMRs cover ~0.8% of the *P. tricornutum* genome. According to the distribution of DNA methylation in the reference strain, we found that 14.90% (*n* = 454) of annotated TEs are found within common hypoDMRs (Fig. 3d, Supplementary Data 9). In order to take into account the possible methylation loss occurring in regulatory regions, gene and TE coordinates were extended by 500 bp and 1 kb, respectively, upstream and downstream of their start and end sites, considering that intergenic length in *P. tricornutum* varies between 1 kb and 1.5 kb^27^. As a result, respectively, 7.76% and 12.23% of TEs are found within 500 bp and 1 kb of common hypoDMR coordinates (Fig. 3d, Supplementary Data 9). Consistent with their low level of CG DNA methylation observed in both cell lines, we found a comparatively low overlap of common hypoDMRs with genes or their regulatory regions (Fig. 3d, Supplementary Data 9). We then asked whether these common hypoDMRs associate with known regions marked by histone post-translational modifications. Genomic coordinates of common hypoDMRs overlapped with previously mapped histone post-translational modification peaks^43^. The number of common hypoDMRs overlapping with each combination of histone marks is shown in Fig. 3e (Supplementary Data 10). Interestingly, we found that between 80 and 90% of these common hypoDMRs (set size >1500, Fig. 3e) overlap with known regions marked by H3K27me3, H3K9me3, or H3K9me2 defined in the reference Pt1 8.6 line^43^. In addition, 963 (53%) of the common hypoDMRs are found within regions co-marked by all three repressive histone marks (Fig. 3e). This is consistent with the observation that highly methylated regions described by restriction methylation-sensitive sequencing (Mcrbc-Chip) also associate with such histone marks^27^. Our data are consistent with a global loss of DNA methylation in DNMT5:KOs at TE-rich DNA methylated-H3K27me3, H3K9me2 and H3K9me3 marked regions in the *P. tricornutum* genome.

**Fig. 3:**
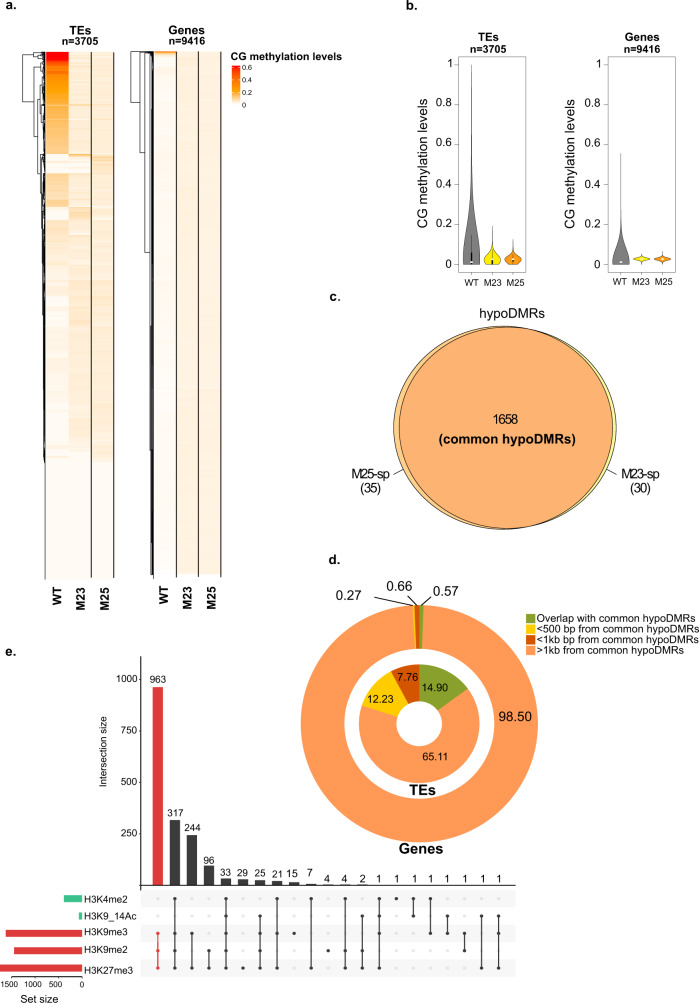
CG methylation profiles in DNMT5:KO cell lines. **a** Heatmap of CG methylation levels in Pt1 8.6 reference (WT), M23 and M25 for TEs (left panel) and genes (right panel). **b** Violin plot showing the methylation levels in all CGs found in TEs and genes in Pt1 8.6 and M25, M23. Box plots: the bottom of the box displays the lower quartile, the upper part, the upper quartile and the white dots show the median. **c** Venn diagram displaying the number of hypoDMRs identified in M23 (M23-spe) (yellow) and M25 (M25-spe) (orange). **d** Percentages of overlap between common hypoDMRs, genes and TEs. **e** Association between common hypoDMRs and regions targeted by histone post-translational modifications representative of the epigenetic landscape of *P. tricornutum*. The number of overlapping common hypoDMRs is shown for each histone modification and each combination of histone modifications.

### Gene and TE expression in the absence of DNMT5a in *P. tricornutum*

The control of TEs by the DNA methyltransferase family is a key unifying feature within eukaryotes^2^. Therefore, we monitored the transcriptional effect of DNMT5a loss on genes in M23 and M25 backgrounds using whole RNA high throughput sequencing (see Methods section). 

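The RNA came from 2 biological replicates each of M23, M25 and the Pt1 8.6 reference line (WT), which the Methods place in the same sequencing run, giving 6 libraries. M23 and M25 are independent lines of the diatom *P. tricornutum*, made by CRISPR/Cas9, with homozygous out-of-frame deletions in DNMT5a. The Methods state that the RNA was polyA purified, while the results speak of whole RNA sequencing, and which holds was not tested here. If the Methods hold, transcripts without a polyA tail were not measured. The authors aligned the paired-end reads to the Phatr3 genome with STAR and counted reads per gene with HTSeq. They deposited the counts of each library without normalization, along with TPM values, scaled for gene length, made from the same counts. According to the paper only uniquely mapped reads were used, so near-identical TE copies are represented only by the reads that tell them apart. The strand setting of the counting is not given in the sources used here, so reads on overlapping genes may have been assigned to either one. The counts on 12233 genes totalled 19244934 and 21590691 in the M23 replicates, 22288948 and 20898274 in the M25 replicates, and 19181395 and 20355075 in the WT replicates.
The counts were tested here with edgeR's quasi-likelihood test in one fit over the 6 libraries, after TMM normalization and a filter on low counts (filterByExpr) that kept 11165 genes. A gene was called upregulated or downregulated at |LFC| > 1 and FDR < 0.01, where the FDR is the Benjamini-Hochberg adjusted p-value over all genes tested and the LFC is a log2 value. The TMM factors were 1.33 and 1.21 in M23, above those of M25 (0.900 and 0.891) and WT (0.863 and 0.902). The 10 most abundant genes took 6.89% and 7.91% of the counts in M23, less than in M25 (9.45% and 9.89%) and in WT (9.78% and 9.87%). The LFC in M23 therefore depended on the scaling more than the LFC in M25. With library totals alone in place of TMM, the median LFC of all tested genes was 0.64 in M23 and 0.04 in M25, whereas with TMM it was 0.12 and 0.02.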

Given the high level of DNA methylation observed at TEs compared to genes, we asked whether our RNAseq data captured any TE overexpression that could be linked to hypoDMRs. We thus analyzed TE-gene transcripts that correspond to the expression of TE open reading frames (i.e., encoding reverse transcriptase and integrases) but also genes with TE insertions (Fig. 4a), domesticated TEs and mis-annotated TE loci^27,46^. 

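The TE-genes counted here are the 600 of Supplementary Data 16, a list that the paper drew up from these same libraries because they were upregulated, so their rise is not independent evidence. They held 3.89% (95% Wilson interval 3.89 to 3.90%) and 4.09% (4.08 to 4.10%) of all gene counts in the M23 replicates, and 5.29% (5.28 to 5.30%) and 6.53% (6.52 to 6.54%) in the M25 replicates. The WT replicates gave 0.271% (0.269 to 0.273%) and 0.370% (0.367 to 0.372%). These intervals, like every bound on a count given for these libraries, cover counting error only. The mean was 4.95% ± 1.22 (SD, n = 4 libraries) in the DNMT5:KOs and 0.320% ± 0.070 (SD, n = 2) in WT, a ratio of 15.4. Each of the 4 DNMT5:KO libraries lay above both WT libraries (two-sided exact permutation test, p = 0.0667, the smallest value that the 15 splits of 4 against 2 libraries allow). The 4 libraries are 2 replicates each of M23 and M25, and the WT libraries come from a single line. The SD thus mixes the spread between lines with that between replicates, and the test takes all libraries as exchangeable. In TPM the shares were closer, with means of 2.33% in M23 and 2.23% in M25, and TPM of 0.252% and 0.322% in the WT replicates.

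**Figure D1:**
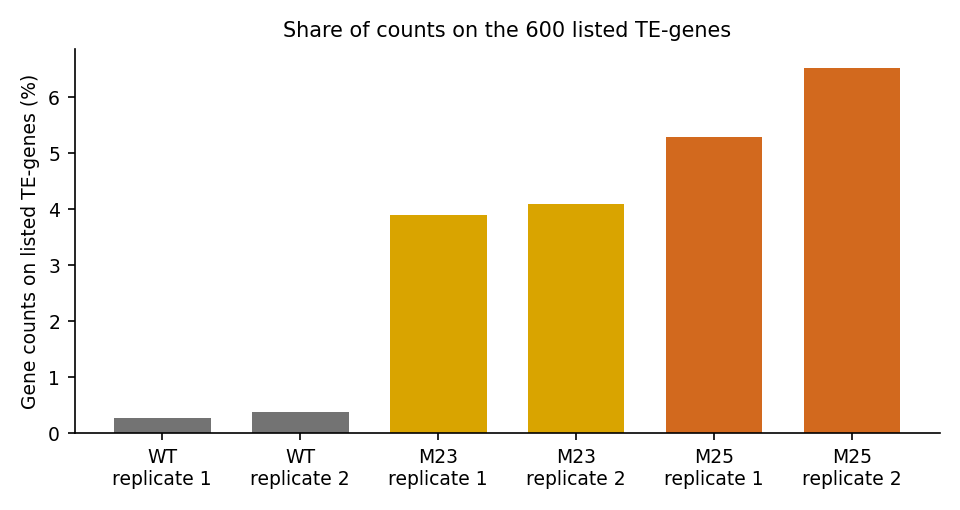
Percent of all gene counts that fell on the 600 listed TE-genes, one bar per library, for WT (gray), M23 (yellow) and M25 (orange). The 4 DNMT5:KO libraries lie between 3.89% and 6.53%, and the WT libraries at 0.271% and 0.370%.

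Phatr3_J35237, the TE-gene of Fig. 4a, had 145 and 135 counts in M23, 85 and 105 in M25, and 34 and 32 in WT. Its LFC was 1.52 in M23 (standard error 0.293, FDR = 0.00185) and 1.38 in M25 (standard error 0.297, FDR = 0.00942), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The M25 call was lost with each M25 or WT library left out in turn (LFC 1.16 to 1.57) and the M23 call with either WT library left out (1.63 without replicate 1 and 1.45 without replicate 2). None of the 5 neighbouring genes drawn in that panel was upregulated. Phatr3_J45513 (chromosome 7, 402490 to 404814) had an LFC of -0.68 in M23 and -0.22 in M25, Phatr3_J45514 of -0.93 and -0.09, Phatr3_J45515 of -0.87 and -0.07 (in M25 0.02 without M25 replicate 2 and 0.10 without WT replicate 2), and Phatr3_J35240 of -0.95 and -0.63. The remaining neighbour, Phatr3_J45516, was at -0.03 in M23, a sign that turned with the scaling (0.13 with upper-quartile factors, 0.49 with library totals alone) and without WT replicate 2 (0.11), and at -0.52 in M25.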

To identify the most significant changes in mRNA levels, we focused our analysis on genes and TE-genes showing a significant 2-fold induction or reduction of expression in mutants compared to the reference line (|LFC | > 1 and an FDR < 0.01, Supplementary Data 11). In M23 and M25, respectively, a total of 1732 and 806 genes and TE-genes are overexpressed while downregulation was observed for 1152 and 248 genes and TE-genes (Fig. 4b). 

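In the counts, 1810 genes and TE-genes were upregulated and 1031 downregulated in M23, against 727 and 158 in M25. DESeq2, the tool named in the Methods, tested 12149 genes and called 1735 and 1152 in M23 and 807 and 249 in M25. Of the genes upregulated by edgeR's test, DESeq2 also called 1667 in M23 and 700 in M25. Upregulated genes made up 63.7% of all calls in M23 and 82.1% in M25. The split in M23 moved with the scaling, to 60.6% with DESeq2-type size factors (RLE), 75.5% with upper-quartile factors and 92.1% with library totals alone, which left 3354 upregulated and 287 downregulated genes. The WT libraries also decided the number of calls. Without WT replicate 1 there were 770 upregulated and 449 downregulated genes in M23 and 332 and 32 in M25, and without WT replicate 2 there were 1090 upregulated in M23 and 370 upregulated and 38 downregulated in M25. In M25 the calls fell to 472 upregulated and 32 downregulated without M25 replicate 1, and to 427 and 70 without M25 replicate 2. Leaving out an M23 library instead raised the number of downregulated genes in M25 to 249 without replicate 1 and 246 without replicate 2. In these fits the lone library was taken to vary like the other lines. The smaller number of calls in M25 is not a test of the difference between the lines.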

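An FDR below 0.01 with an absolute LFC below 1, the class that Fig. 4b shows in gray, was found here for 630 genes and TE-genes in M23 and 32 in M25. Such genes carry a change that is small but larger than the spread between replicates, so their number follows the power of the test. At an unadjusted p below 0.05 from edgeR's quasi-likelihood test, 2662 genes in M23 and 1881 in M25 had an absolute LFC below 1. DESeq2 gave 955 and 220 at the FDR threshold. Without WT replicate 1 or without WT replicate 2, edgeR's test left 0 in both lines, while at an unadjusted p below 0.05 there were 1714 in M23 and 872 in M25 without replicate 1, and 1597 and 1188 without replicate 2. Leaving out M25 replicate 1 gave 268 in M23 and 0 in M25 (unadjusted 2442 and 858), and leaving out M25 replicate 2 gave 275 and 0 (unadjusted 2447 and 1130). Without M23 replicate 1 the numbers were 336 and 240, and without M23 replicate 2 they were 429 and 232.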

Stable expression (−1 < LFC < 1 and FDR < 0.01) is observed for 943 genes and TE-genes in M23 and 216 genes and TE-genes in M25. We found that 557 genes are overexpressed in both cell lines (M23 ∩ M25). 

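Genes upregulated in both lines numbered 542, of which DESeq2 also called 521. The 2 WT libraries enter both comparisons, so calls can coincide without any effect. In 20 simulations of unchanged lines against shared WT libraries, between 0 and 1 genes were upregulated in both. When the changes of M25 were placed on random genes instead, 76 to 105 genes were (median 89 of 20 simulations). The number fell to 296 without WT replicate 1 and to 327 without WT replicate 2. Their median LFC was 4.74 in M23 and 4.92 in M25. WT had no count for 77 of the 542 genes and at most 3 counts over both libraries for 180. With the genes at 0 set to the lower bound that 3 counts over the WT group allow, the medians were 4.27 and 4.46.
The 5 genes with the largest fitted LFC in both lines include listed TE-genes and other genes, and their positions are not in the tables used here. For genes at 0 in WT the fitted LFC has no WT count to rest on. Their lower bounds do not settle their rank against genes that have WT counts. Phatr3_EG02508 had 2081 and 3230 counts in M23, 4955 and 5979 in M25 and 0 in both WT libraries, which is at least 1198-fold higher in M23 and at least 3289-fold higher in M25. Phatr3_EG00173 was at least 543-fold and 787-fold higher, Phatr3_EG01949 at least 414-fold and 419-fold, and Phatr3_EG02510 at least 333-fold and 1084-fold, all from 0 WT counts. Phatr3_EG00141 was the most abundant, with 80534 and 96810 counts in M23 and 236266 and 282464 in M25 against 22 and 16 in WT, an LFC of 11.61 in M23 (standard error 0.402, FDR = 4.22e-08) and 13.58 in M25 (standard error 0.424, FDR = 1.41e-08) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.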

A total of 225 genes are overexpressed in M25 only (M25-spe) and 1126 are overexpressed in M23 only (M23-spe). 

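By the same thresholds, 1268 genes were upregulated in M23 only and 185 in M25 only. A call in one line and its absence in the other does not show that the lines differ, so M23 was also tested against M25 in the same fit. Of the 1268 genes, 701 were higher in M23 than in M25 in that direct test (LFC > 1, FDR < 0.01), and 954 had a positive LFC in M25. The median LFC of the M23-only genes was 1.74 in M23 and 0.51 in M25. Of the 185 M25-only genes, 70 were lower in M23 than in M25, and 160 had a positive LFC in M23. Their median LFC was 2.00 in M25 and 0.87 in M23. The 2 WT libraries enter both comparisons and these genes were selected on a high LFC in one line, so a positive LFC in the other line is expected in part without any effect. With no WT library in common, an alternative chosen after seeing the data, 76.9% of the 763 M23-only genes called with WT replicate 1 had a positive LFC in M25 against WT replicate 2, where 51.4% of all genes tested did. With the WT replicates exchanged this was 84.8% of 474 genes, where 53.0% of all did. For M25-only genes it was 83.7% of 43 (54.1% of all genes) and 83.3% of 36 (58.0% of all). Among the 542 genes upregulated in both lines, 165 differed between M23 and M25. Single libraries moved these numbers. The M23-only genes fell to 474 without WT replicate 1 and 763 without WT replicate 2. The M25-only genes fell to 67 and 61 without M25 replicate 1 or 2 and to 36 and 43 without WT replicate 1 or 2, and rose to 370 and 311 without M23 replicate 1 or 2.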

Significantly upregulated genes in both mutants show consistent overexpression levels (Fig. 4c).

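Across the 542 genes upregulated in both lines, the linear fit of the M23 LFC on the M25 LFC had an R2 of 0.845 (95% interval 0.819 to 0.871 over 2000 bootstrap draws of genes) and a slope of 0.879. This value is across genes, which are not independent replicates. In 20 simulations without any effect, the shared WT libraries alone gave an R2 of 0.309 over the same genes (range 0.174 to 0.391). The simulated lines were drawn at the WT level, whereas these genes were higher in the DNMT5:KOs. The value of 0.309 may therefore understate what the shared WT libraries add. Across all 11165 tested genes R2 was 0.644, against 0.292 in those simulations, and the sign was the same in both lines for 66.2% of genes, against 66.8%. Over the 362 genes with more than 3 WT counts, an alternative chosen after seeing the data, R2 was 0.773. The alternative that moved R2 most was limma on log2(TPM + 1), with 0.626. R2 was 0.792 without M25 replicate 2 and 0.805 without WT replicate 1.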

**Fig. 4:**
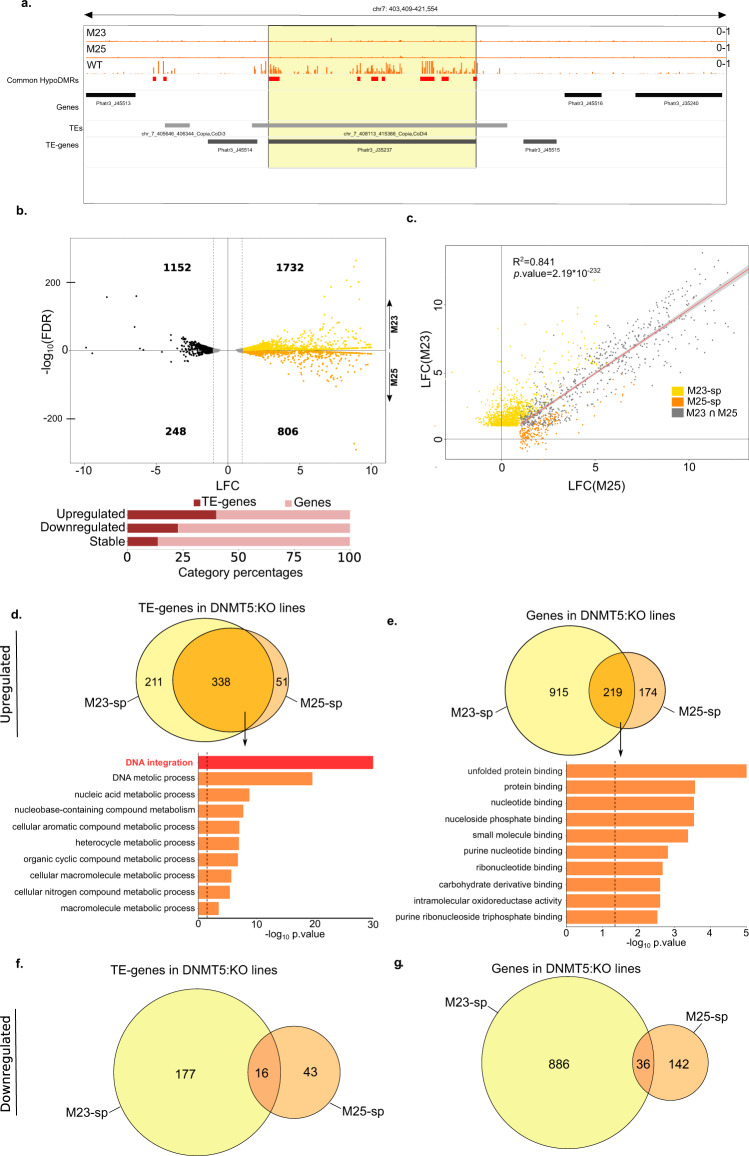
Dynamics of gene and TE-gene expression in DNMT5:KO cell lines. **a** Snapshot of an example TE-gene CG methylation profile. **b** Differential expression in DNMT5:KOs (M23 and M25 are represented in the upper and lower parts of the volcano plot, respectively) compared with Pt1 8.6 reference (WT). The upper panel shows a volcano plot that displays the distribution of the fold changes (LFC) in the *X*-axis and adjusted *p*.values (-log10FDR) in the *Y*-axis. The number of genes up and downregulated in each mutant are indicated. The stable genes (1 < LFC > −1 and FDR < 0.01) are shown in gray. The lower panel shows a barplot that displays the proportion of genes and TE-genes in each expression category (downregulated, stable and upregulated). **c** Scatter plot comparing fold changes of M23 and M25 upregulated genes. Yellow and orange dots represent specific significantly upregulated genes in M23, M25, respectively (LFC > 1 and FDR < 0.01, M23-sp, M25-sp, respectively). Gray dots represent significantly upregulated genes in both mutants (LFC > 1 and FDR < 0.01, M23 ∩ M25). The solid line represents the linear fit and the gray shading represents 95% confidence interval for the significantly upregulated genes in both mutants. **d**, **e** The upper panel represent Venn diagrams showing the numbers of specific (M23-sp, M25-sp) and common (M23 ∩ M25) upregulated TE-genes and genes, respectively, in each mutant compared to the Pt1 8.6 reference (WT). The lower panel shows the top 10 enriched canonical pathways of upregulated TE-genes and genes, respectively, sorted by p.value in both mutants (M23 ∩ M25) as identified by topGO analysis. The dashed lines show the p.value of 0.05. **f** Venn diagram displaying downregulated TE-genes (LFC < −1 and FDR < 0.05) in M23 (M23-spe) (yellow) and M25 (M25-spe) (orange). **g** as for **f** for downregulated genes.

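Of the 600 TE-genes of Supplementary Data 16, 597 passed the filter on low counts. Here 334 of the 600 (55.7%) were upregulated in both lines, 208 in M23 only, 45 in M25 only and 13 in neither. With the FDR adjusted over the list alone, 377 were upregulated in both lines, but the list was chosen on these samples and neither count is independent evidence. The median LFC over the list was 4.73 in M23 and 4.38 in M25. WT counts were 0 for 114 of the TE-genes and at most 3 over both libraries for 224, and with those at 0 set to their lower bound the medians were 3.92 and 3.48. Over the alternatives tried, the number upregulated in both lines stayed between 237 (without WT replicate 1) and 386 (FDR < 0.05).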

In line with the hypothesis that TEs and not genes are directly regulated by DNA methylation in *P. tricornutum*, we found that 338 TE-genes are upregulated in both mutants (Fig. 4d), which correspond to 56% of overexpressed TE-genes. Gene ontology (GO) analysis showed that the upregulated TE-genes are enriched in DNA integration biological function indicating that they mainly correspond to bona fide TE annotations (Fig. 4d, Supplementary Data 12). In contrast, only 219 (16%) of protein coding genes are overexpressed in both mutants. They show clear enrichment for GOs associated with protein folding as well as nucleotide phosphate metabolism and nucleotide binding activity (Fig. 4e, Supplementary Data 12). This is typified by the overexpression of chaperone DnaJ domain-containing proteins and Hsp90-like proteins (Supplementary Data 13). 

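Outside the TE-gene list, 208 genes were upregulated in both lines, 14.8% of the 1408 upregulated in at least one of them. The share of the listed TE-genes that were upregulated in both lines was higher, although that list holds only genes already called upregulated. The number of other genes was less stable to the choice of libraries than the number of TE-genes. It fell to 114 without M25 replicate 1, 88 without M25 replicate 2, 59 without WT replicate 1 and 79 without WT replicate 2, and rose to 475 at FDR < 0.05. The share moved both ways, to 23.4% at FDR < 0.05, 18.2% with only the lines compared in each fit and 18.0% or 18.1% without M23 replicate 1 or 2, and to 9.84% without M25 replicate 1, 7.56% without M25 replicate 2, 8.98% with library totals alone and 6.90% with limma on log2(TPM + 1).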

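Supplementary Data 13 lists 10 genes whose domain annotation names DnaJ or Hsp90. All 10 were upregulated in M23, with a median LFC of 2.58 (range 1.60 to 3.54), and 9 in M25, with a median of 1.69 (range 1.17 to 2.27), all but Phatr3_J8469 (LFC 1.51). The LFC was higher in M23 for 8 of the 10. Adjusted over the list alone, 10 were upregulated in M23 and 10 in M25, but the paper chose this list on these samples, so the counts are not independent evidence. The largest LFC belonged to Phatr3_J18793 (chromosome 3, 1331314 to 1333566), which rose from 4.03 ± 1.69 CPM in WT to 47.2 ± 15.0 in M23 and 13.1 ± 0.439 in M25 (mean ± SD, n = 2 each). Its LFC was 3.54 in M23 (FDR = 1.43e-05) and 1.70 in M25 (FDR = 0.00428), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The M25 call was lost without WT replicate 1 (LFC 1.33) and without M25 replicate 1 (1.66) or 2 (1.73). Of the 9 genes called in M25, 8 lost the call when at least 1 library was left out. The number upregulated in M25 was 2 without M25 replicate 1, 3 without M25 replicate 2, 2 without WT replicate 1 and 3 without WT replicate 2. In M23 it was 9 without M23 replicate 1, 8 without WT replicate 1 and 9 without WT replicate 2. Tested against an LFC of 1 itself (edgeR's glmTreat), 1 of the 10 genes passed in both lines, Phatr3_J18036 (chromosome 2, 103947 to 105104), with an LFC of 2.77 in M23 and 2.27 in M25. With library totals alone the median in M23 was 3.11.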

The downregulation of genes was not consistent between M23 and M25 as only 35 genes and 16 TE-genes are downregulated in both cell lines (Fig. 4f, g, Supplementary Data 14). 

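Downregulated genes overlapped less. In the counts 40 genes were downregulated in both lines, 991 in M23 only and 118 in M25 only, against 7 to 17 (median 11) when the changes of M25 were placed on random genes in 20 simulations. The 40 include DNMT5a and, before it on chromosome 6, Phatr3_J45036, Phatr3_J45039, Phatr3_J45046, Phatr3_J45048, Phatr3_J45050, Phatr3_J45051 and Phatr3_J45055. Random placement takes genes singly, so a change of a whole stretch counts as several shared genes. In the direct test of M23 against M25, 601 of the 991 M23-only genes were lower in M23, and 75 of the 118 M25-only genes were higher in M23. DESeq2 called 56 genes down in both lines, among them all 40. The overlap depended on single libraries, with 12 genes without M25 replicate 1, 18 without M25 replicate 2, 7 without WT replicate 1 and 17 without WT replicate 2. Of the 36 genes in the paper's Supplementary Data 14, 28 were downregulated in both lines here, and 12 of the 40 are not in that table. The 40 are genes and TE-genes together, whereas the paper counts TE-genes apart from the genes of that table, so the 12 may include TE-genes.
The strongest was Phatr3_J45036, with 102 and 126 counts in WT and 0 in all 4 DNMT5:KO libraries, at least 112-fold lower in M23 and at least 84.2-fold lower in M25 (3 counts over each group as the floor). This gene lies at the start of chromosome 6, before DNMT5a. Phatr3_J38708 had an LFC of -3.13 in M23 (FDR = 0.000118) and -3.03 in M25 (FDR = 0.000317), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Phatr3_J45055 was at -3.06 and -2.74 and Phatr3_J45051 (chromosome 6, 60074 to 62719) at -2.71 and -2.34, both within 100 kb of DNMT5a. The genes from the start of chromosome 6 to DNMT5a had a median LFC below 0 in both lines, -1.27 in M23 and -0.46 in M25. Phatr3_J42423, at -2.86 and -2.76, had 67 and 31 counts in WT and no longer passed the threshold without WT replicate 1 in M23 (-2.11) or with any M25 or WT library left out in M25 (-2.01 to -3.26).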

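The 12 genes that the paper also measured by qPCR were Phatr3_J44708, Phatr3_J48558, Phatr3_EG02067, Phatr3_EG02391, Phatr3_J42644 and Phatr3_J47337, all downregulated in the M23 counts, and Phatr3_J18036, Phatr3_J42981, Phatr3_J16786, Phatr3_J54656, Phatr3_EG01799 and Phatr3_J9233, all upregulated. The LFC of the downregulated genes ran from -2.50 (Phatr3_EG02067, FDR = 1.51e-05) to -1.52 (Phatr3_J47337, FDR = 0.00089), each FDR from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without WT replicate 1, Phatr3_J48558 (-1.51), Phatr3_J42644 (-1.45) and Phatr3_J47337 (-1.18) no longer passed the threshold. Among the upregulated genes, Phatr3_J42981, Phatr3_J54656, Phatr3_J18036 and Phatr3_J16786 had an LFC of 2.38, 2.49, 2.77 and 2.90 in M23. Phatr3_EG01799 (chromosome 1, 1637026 to 1637934) had 21 and 91 counts in M23 and 0 in both WT libraries. It was at least 25.3-fold higher, a bound that rests mostly on M23 replicate 2. The call was lost when either WT library was left out. Phatr3_J9233 (chromosome 1, 1139400 to 1140903) had 1 WT count and a ratio of 501 (95% counting interval 89.7 to 19834).
The direction was compared with the log2 ratio of M23 to WT computed from the paper's own Ct values in Supplementary Data 15, relative to the mean of RPS and TBP. It was the same for 12 of 12 genes. The paper's figure legend names RPS and TUB as the reference genes, while the Ct values given are those of RPS and TBP, so this is not the paper's own normalization as its legend states it. The reference genes themselves differed between M23 and WT, RPS by a Ct difference of -2.67 to 0.680 and TBP by 0.310 to 0.967 over the measurements used for the 12 genes. With RPS alone, an alternative chosen after seeing the data like the next, 9 of the 12 kept the direction, and Phatr3_J18036 (-0.61), Phatr3_J42981 (-0.61) and Phatr3_J9233 (-0.78) turned negative. With TBP alone 11 did, and Phatr3_J44708 (1.01) turned positive.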

Expression levels of 12 genes was confirmed by qPCR in the M23 cell line, including DnaJ and HSP90-like protein coding genes mentioned previously (Supplementary Fig. 7a, b, Supplementary Data 15). Of note DNMT5a (Phatr3_EG02369) is among the downregulated genes in both mutants (Supplementary Data 14), consistent with qPCR results.

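DNMT5a (Phatr3_EG02369) lies on chromosome 6 from 113113 to 120740 in the coordinates of the study's tables. According to the paper, guide RNAs were designed in its first exon, and M23 and M25 were edited at 2 separate target sequences. The counts of DNMT5a were 70 and 86 in M23, 52 and 65 in M25, and 176 and 152 in WT. Normalized, this was 3.02 ± 0.397 CPM in M23, 3.04 ± 0.636 in M25 and 9.46 ± 1.66 in WT (mean ± SD, n = 2 each). The LFC was -1.64 in M23 (standard error 0.277, FDR = 0.00087) and -1.64 in M25 (standard error 0.282, FDR = 0.00276), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that transcripts were still counted in all 4 DNMT5:KO libraries. The call in M23 was lost without WT replicate 1 (-1.46). The call in M25 was lost without M25 replicate 1 (-1.44) or 2 (-1.87) and without WT replicate 1 (-1.45) or 2 (-1.80). The alternative that moved the LFC most was limma on log2(TPM + 1), a scale that understates the change of low genes, with -0.49 in M23 and -0.64 in M25. In the direct test the lines did not differ (LFC of M23 minus M25 -0.01, FDR = 0.988, same edgeR test and Benjamini-Hochberg adjustment).
In M23 the neighbouring genes were lower too. Among the 80 other tested genes within 100 kb of DNMT5a, 31 were downregulated and 6 upregulated in M23, and 7 and 2 in M25. The 79 tested genes there that are outside the TE-gene list had a median LFC 0.74 below that of all such genes in M23 (difference -0.74, permutation p = 1e-04 among 10000 random gene sets, the smallest value these can give) and 0.09 below it in M25 (difference -0.09, permutation p = 0.188). The random sets treat neighbouring genes as independent, which they are not. The fall of DNMT5a in M23 is thus measured inside a stretch of chromosome 6 with a lower median than the other genes. Outside the TE-gene list, 44 tested genes lie between the start of chromosome 6 and DNMT5a. Their median LFC was -1.27 in M23 and -0.46 in M25. Over the 272 genes outside the list from 200 kb after DNMT5a onwards, the median was -0.08 in M23 and 0.28 in M25.

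**Figure D2:**
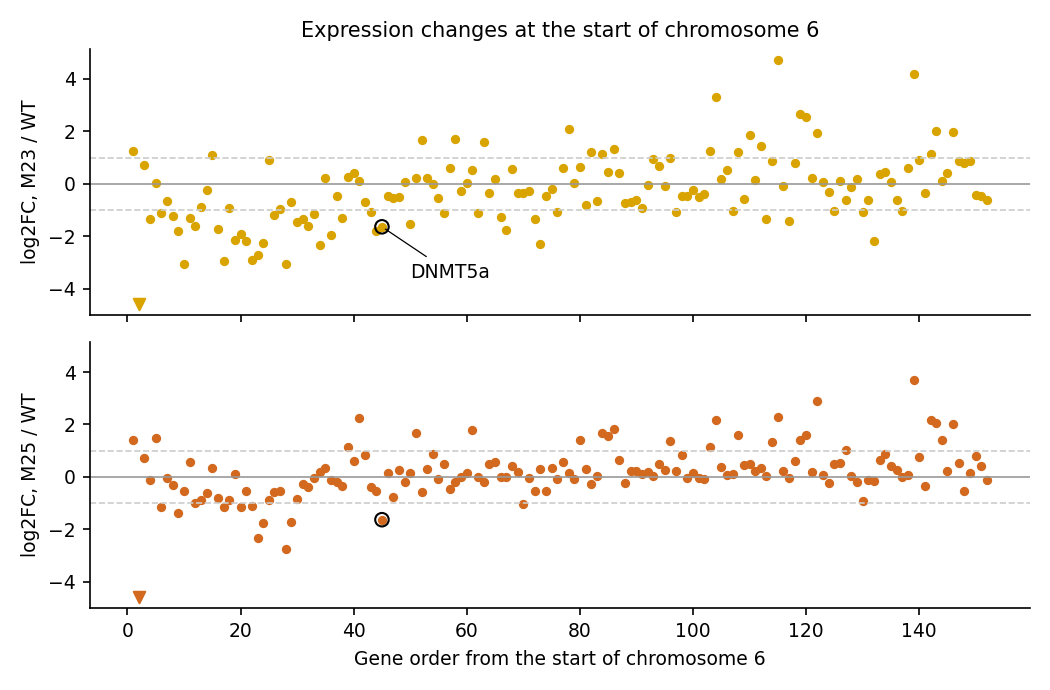
LFC of the tested genes outside the TE-gene list at the start of chromosome 6, in gene order. M23 is in the upper panel and M25 in the lower panel, with dashed lines at an LFC of 1 in either direction. DNMT5a, in place 45, is circled, the triangle stands for Phatr3_J45036, whose LFC is below the axis, and 35 of the 44 genes before DNMT5a lie below 0 in M23 and 32 in M25.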

### Relationship between CG methylation and expression of TE-genes in *P. tricornutum*

The observed overexpression of TEs in DNMT5:KOs could be directly due to the loss of DNA methylation. To test this, we first determined DNA methylation levels in the 600 upregulated TE-genes in the DNMT5:KO lines (Fig. 5a, Supplementary Data 16). For each TE, we also computed the mean-centered normalized LFC (z-score) for each of the M23 and M25 lines (Fig. 5a, Supplementary Data 16). We found that the TE-genes with the highest LFC (z-score > 2) in the mutants are associated with higher DNA methylation levels in the reference strain. This is the case for each mutant independently, indicating that TEs with the highest upregulation in the DNMT5:KO lines are direct targets of DNA methylation in the reference strain.

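The LFC of the 597 tested TE-genes of Supplementary Data 16 was centered and scaled within each line and set against their CG methylation in WT, which is the paper's own value from 1 bisulfite library, given as a fraction whose depth per gene is not known here. In M23, 15 TE-genes had a z-score above 2, with a median WT methylation of 0.121 against 0.0762 for the others (two-sided permutation test with 100000 resamples, p = 0.25). In M25 there were also 15, at 0.140 against 0.0760 (permutation p = 0.0646). At a z-score above 1, the medians were 0.134 for 121 TE-genes against 0.0509 in M23, and 0.134 for 99 TE-genes against 0.0575 in M25 (permutation p = 1e-05 in both, the smallest value these resamples can give). In M25 the difference at a z-score above 2 also passed 0.05 with DESeq2 (permutation p = 0.00952, 16 TE-genes) and without WT replicate 2 (permutation p = 0.00298). With the paper's own scaled LFC from Supplementary Data 16, chosen after seeing the data, 24 TE-genes in M23 lay above 2 (permutation p = 0.0961) and 33 in M25 (permutation p = 0.00251). The paper's scaling thus differs, and a z-score above 2 here takes in fewer TE-genes than the paper's cut. Without 18 TE-genes listed at 0 methylation in WT and both mutants, likewise chosen after seeing the data, the permutation p at a z-score above 2 was 0.246 in M23 and 0.117 in M25. Across the TE-genes, which are not independent replicates, WT methylation and LFC had a Spearman coefficient of 0.579 in M23 and 0.572 in M25 and a Pearson coefficient of 0.463 and 0.474. From the higher methylation in WT of the TE-genes with the highest LFC, seen in each mutant on its own, the paper concludes that these TEs are direct targets of DNA methylation.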

**Fig. 5:**
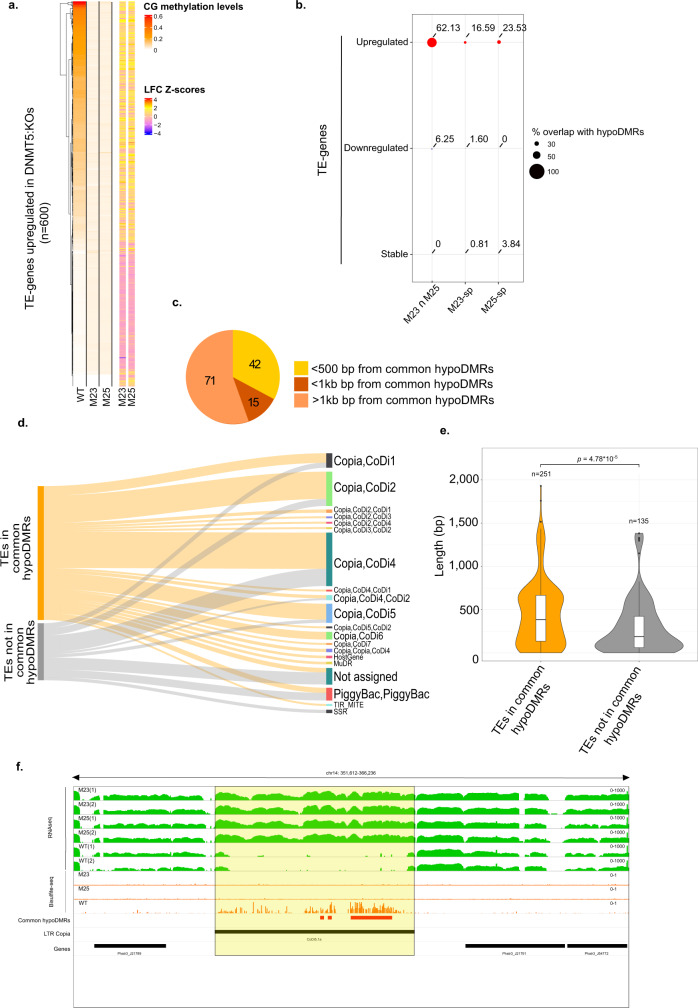
Interplay between CG methylation and TE-gene expression. **a** Heatmap of CG methylation levels in Pt1 8.6 reference (WT), M23 and M25 (left panel) and LFC normalized levels (Z-scores) (right panel) of the 600 upregulated TE-genes in M23 and M25 compared to Pt1 8.6 reference (WT). **b** Percentages of overlap between common hypoDMRs and upregulated (red), downregulated (blue) and stable TE-genes (gray) in M23 only (M23-sp), M25 only (M25-sp) and both mutants (M23 ∩ M25). **c** Distribution of common (M23 ∩ M25) upregulated TE-genes that overlap with TE-genes regulatory regions. **d** Mapping of TEs covered in TE-genes that overlap or not with common hypoDMRs (queries in the left) onto annotated TEs on Phatr3. Bar sizes are proportional to the number of TEs in the queries that are assigned to each TE category. **e** Violin plot comparing the length (bp) of TEs covered in TE-genes that overlap or not with common hypoDMRs, Wilcoxon test. The white boxplots show summary statistics, the bottom of the box displays the lower quartile, the upper part, the upper quartile and the middle line the median. **f** IGV snapshot of expression levels in both replicates of WT and DNMT5:KOs (M23 and M25) (green tracks) and CG methylation levels in the WT and DNMT5:KOs (M23 and M25) (orange tracks) of an example LTR-copia (highlighted in yellow). The common hypoDMRs and genes are also shown in the red and black tracks, respectively.

We then assessed the relationship between upregulated TE-genes and the common hypoDMRs and found that 62% of upregulated TE-genes are found within these DMRs (Fig. 5b). Importantly, this was the case only for TE-genes with overexpression in both cell lines (M23 $$\cap$$ M25) and not for M23-spe and M25-spe upregulated TE-genes (Fig. 5b). This also means that 40% of upregulated TE-genes cannot be explained by the loss of DNA methylation alone. Similarly, downregulation and stable expression are not associated with common hypoDMRs (Fig. 5b). This shows that TE-genes with consistent upregulation are specifically due to the loss of DNA methylation while other TE-gene misregulation is due to cell line specific DNA methylation-independent regulation. 

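The overlap of each TE-gene with the common hypoDMRs was not recomputed, because only 287 of the 600 listed TE-genes (47.8%) have a position in the tables used here, and these may differ from the rest. In its place, and chosen after seeing the data, the paper's CG methylation fractions of Supplementary Data 16 were compared between classes of calls. The 334 TE-genes upregulated in both lines had a median methylation of 0.119 in WT, 0.0274 in M23 and 0.0271 in M25. The 208 upregulated in M23 only had a median of 0.0133 in WT, the 45 upregulated in M25 only 0.0135, and the 13 upregulated in neither 0.0121. The level in WT, methylated reads as a fraction of all reads over CG sites, was above 0.05 at 279 of the 334 TE-genes upregulated in both lines (83.5%) and at 73 of the 253 upregulated in one line only (28.9%; Fisher's exact test, two-sided, odds ratio 12.5, p = 2.34e-42). The difference of the medians was 0.106 (permutation test, p = 1e-05, the smallest value that 100000 resamples can give). TE-genes are not independent of one another, and upregulation in both lines favours TE-genes with a large change. In WT, 58 TE-genes upregulated in M23 only and 15 in M25 only were above 0.05. Supplementary Data 16 lists 18 TE-genes at 0 in WT, M23 and M25, of which 6 were upregulated in both lines, 6 in M23 only and 6 in M25 only, and whether reads covered their CG sites is not known here. Without these, also chosen after seeing the data, 85.1% of 328 TE-genes upregulated in both lines and 30.3% of 241 upregulated in one line only were above 0.05 (Fisher's exact test, two-sided, odds ratio 13.1, p = 1.20e-41).

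**Figure D3:**
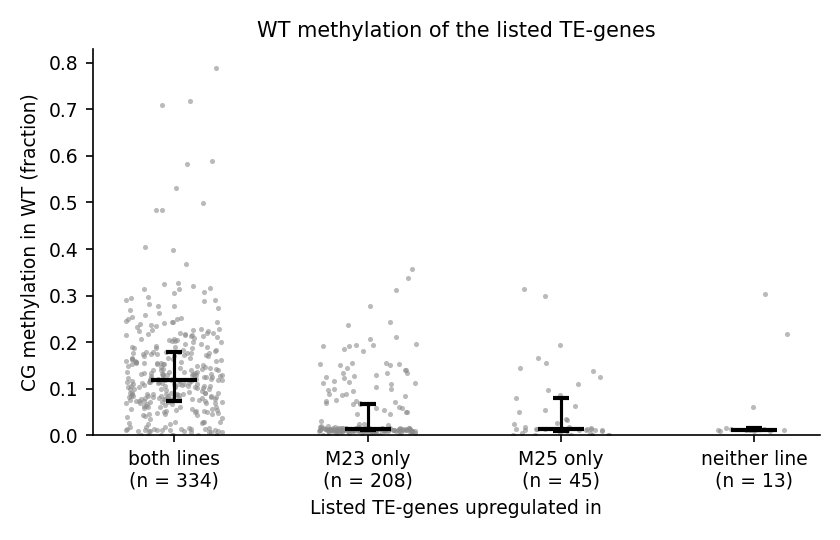
CG methylation in WT (fraction, vertical axis) of the 600 listed TE-genes by the line or lines in which they were upregulated. Each dot is a TE-gene, bars mark the median and the quartiles, and the medians are 0.119 for both lines, 0.0133 for M23 only, 0.0135 for M25 only and 0.0121 for neither.

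From the overlap with common hypoDMRs, found for TE-genes upregulated in both lines and not for those upregulated in one line (Fig. 5b), the paper concludes that the shared upregulation is due to the loss of DNA methylation, and that the remaining misregulation is cell line specific and independent of DNA methylation.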

Among the 128 upregulated TE-genes in both mutants that are not direct targets of DNA methylation, we found a common hypoDMR in the regulatory region of 42 (in M23) and 15 TE-genes (in M25), respectively, indicating that DNA methylation loss at these regions was also responsible for their upregulation (Fig. 5c).

Next, we assessed TE families as annotated previously^46^ (Fig. 5d). We find that overexpressed TE-genes are mostly represented by Copia-like in diatoms (CoDi) retrotransposons of the CoDi1, CoDi2, CoDi4, and CoDi5 families with a minority of DNA transposons as the PiggyBack family (Fig. 5d). We noticed that the TE families are found in similar proportions among TEs that overlap the common hypoDMRs and those that do not. However, when we compared TE lengths, TEs that are upregulated and overlap with common hypoDMRs are longer than upregulated TEs that are not overlapping with hypoDMRs (Fig. 5e, Supplementary Data 17). This suggests that younger TEs tend to be direct targets of DNA methylation compared to evolutionary older TEs family members. Subsequently, loss of DNA methylation causes upregulation of mainly younger TEs. Filloramo et al.^47^ recently described 85 long-LTR-copia-like (LTR-copia) TEs based on reannotation of the *P. tricornutum* genome by Oxford Nanopore Technologies long-read sequencing. Such TEs are considered as potentially still active^47^. They are represented by Copia-like in diatoms (CoDi) of the CoDi5, CoDi4 and CoDi2 families^47^ that corresponds to the TE families found overexpressed in our datasets (Fig. 5d). Accordingly, we found that 75/85 of LTR-copia are targets of DNA methylation and are associated with common hypoDMRs (Supplementary Data 18). In addition, by overlapping TE-genes and genomic locations of LTR-copia, we found that 61/75 of LTR-copia are overexpressed in both mutants (Supplementary Data 18). Of note, our RNAseq data thus also support the presence of these TEs in the reference Pt1 8.6 cell line as potentially still active elements. An example of upregulation at LTR-copia is shown in Fig. 5f. 

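The LTR-copia highlighted in Fig. 5f contains the TE-gene Phatr3_J37902, which had 962 and 1264 counts in M23, 635 and 788 in M25, and 5 and 8 in WT. This was 43.1 ± 7.69 CPM in M23, 37.0 ± 7.55 in M25 and 0.369 ± 0.0947 in WT (mean ± SD, n = 2 each). Its LFC was 6.83 in M23 (standard error 0.339, FDR = 1.67e-07) and 6.61 in M25 (standard error 0.339, FDR = 1.94e-07), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it stayed upregulated in both lines under every alternative tried. Its CG methylation in Supplementary Data 16, the paper's value, is 0.233 in WT, 0.0252 in M23 and 0.0259 in M25. Of the genes drawn beside it, Phatr3_J21789 had an LFC of 1.22 (FDR = 0.0222) in M23 and 1.19 (FDR = 0.0548) in M25, outside the FDR threshold of 0.01 in the same edgeR test with Benjamini-Hochberg adjustment. It had 26 and 59 counts in WT. With each library left out in turn, its LFC ran from 0.75 to 1.89 in M23 and from 0.77 to 1.81 in M25. Phatr3_J21791 was upregulated in M23 (LFC 1.19), a call lost without M23 replicate 1 (0.69), with either M25 library (1.19 and 1.19) or either WT library (1.29 and 1.15) left out, and not in M25 (0.49). Phatr3_J54772 had 1595 and 282 counts in the M25 replicates against 272 and 392 in WT. Its LFC in M25 was 1.32 with both libraries, 2.07 without M25 replicate 2 and -0.32 without M25 replicate 1, so that the direction rested on replicate 1.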

Additional shorter TEs with overexpression also belong to CoDi5, CoDi4 and CoDi2 TE categories suggesting that an active expression might still remain. Altogether, this strongly suggests that DNA methylation is involved in the repression of young TEs in the *P. tricornutum* genome.

## Discussion

Studies on the evolutionary history of DNMTs have established that the DNA methylation machinery diverged among eukaryotes along with their respective DNA methylation patterns^2,11^. However, the diversity of DNMTs found in SAR lineages is underexplored due to the lack of representative sequences. Based on MMETSP transcriptomes, we set out to explore the diversity and phylogeny of DNMTs in early diverging eukaryotes. Besides the absence of genomic sequences, the MMETSP database only encompasses expressed transcripts from cultured organisms and is thus deprived of lowly expressed genes and condition-specific expressed genes. Absence of a given gene family within a species should therefore be interpreted accordingly. When our analysis found multiple distinct transcripts sharing the same DNMT subfamily, as in diatoms, we used the most probable open reading frame translation of the transcripts using eDAF curation to produce our phylogenetic tree. However, without genomic annotations, we cannot rule out that such transcripts result from alternative transcription originating from a single gene or multi-copy gene families. Our data are best interpreted when multiple transcripts and annotated genes, whenever possible, are available rather than at the species-specific level.

We nonetheless confirm that stramenopiles and dinoflagellates encode a divergent set of DNMT proteins including DNMT3 and DNMT6, which have no chromatin associated domains. In addition, our study independently reports the same DNMT6 enzymes found in the raphidophyceae, *Bigelowella natans* and *Aplanochytrium stochhinoi* by earlier work although not specified by the authors^26^. As reported in trypanosomes^10^, we suggest that DNMT6 likely emerged prior to the *Chromalveolata* radiation. In trypanosomes, its presence in several lineages does not predict DNA methylation per se and must be further investigated^48^.

The DNMT5 enzymes are also very well represented both at the genomic and transcriptomic levels, even outside the SARs, and are thus likely ancestral to eukaryotes. We show here that the DNMT domains among the different DNMT5s are conserved but show a divergence compared to other DNMTs, thus supporting a common evolutionary origin for all DNMT5 enzymes. DNMT5b enzymes could be multifunctional enzymes as suggested by the presence of N-terminal HAND domains found in chromatin remodelers^49^, by TUDOR domains found in histone modifying enzymes, histone post-translational modification readers^50^ as well as small RNA interacting proteins^51,52^. They also contain an SNF2 ATPase domain^11^ which plays a chaperone-like enzyme-remodeling role important for DNA methylation and its targeting to specific sites^15,53^. DNMT5c enzymes are likely very divergent DNMT5 enzymes that lack ATPase SNF domains. The diversity of DNMT5 domains is likely inherent to its functioning and interaction with other epigenetic processes such as histone modifications and non-coding RNA. In mammalian cells, TUDOR domain containing UHRF1 is known to target DNMT1, the functional homologue of DNMT5, onto newly synthesized DNA substrates during semi conservative DNA replication^54^. Furthermore, TUDOR domain of UHRF1 was reported to play an important role in the recognition of histone H3K9 methylation^55,56^. While UHRF1, DNMT1, and ATPase protein containing domains are separate in animals, they form an unusual multifunctional domain protein in DNMT5 in photosynthetic microeukaryotes. This domain architecture might be due to the compact genomes of the green microalgae *Micromonas pusilla, Ostreoccocus tauri and Bathycoccus prasinos*^11^.

In our phylogenetic study, the RID/DMTA and diatom DNMT4 enzymes are related, as shown previously by Huff and Zilberman^11^ and Punger and Li^10^. In our case, because the analysis covers a large evolutionary distance, phylogenetic relationships between DNMT families should be interpreted accordingly. Therefore, we cannot rule out the possibility that diatoms and RID families are paraphyletic. The function of DNMT4 or DNMT4-type enzymes in diatoms is unknown. Among the four diatoms with a known methylation pattern on TEs, two are lacking DNMT4s (including *P. tricornutum* presented in this study). The presence of chromodomains known to bind histone post-translational modifications as in CMT enzymes^57^ nonetheless suggests that diatom DNMT4 might be functional as either a *de novo* or a maintenance enzyme. The lack of chromatin-associated domains in DNMT3, DNMT6, and other DNMT4 proteins suggest that the link, if any, between DNA methylation and histone modifications is more indirect than observed in plants and mammals and might require the activity of accessory proteins like UHRF1-type^54^ or DNMT3-like^58^ enzymes that should be further investigated.

Examining the role of DNMT5a in the pennate diatom *P. tricornutum*, we found that it is an orthologue of the single DNMT5a protein from *Cryptococcus neoformans*, which is involved in the maintenance of DNA methylation^11,15^. In that regard, our study demonstrates that the loss of DNMT5a was sufficient alone to generate a global loss of CG methylation in *P. tricornutum* similar to *Cryptococcus neoformans*^11^. We further confirm that TEs are major targets of DNA methylation in diatoms. In addition, DMR analysis identified regions essentially composed of TEs that show extensive methylation in the reference strain. HypoDMRs overlap with regions marked by H3K27me3 but also H3K9me3 which suggest that histone post-translational modifications and DNA methylation cooperate to maintain TE repression. Genes appear not to be the primary targets of DNA methylation. Only 51 out of all 9416 annotated genes are found within DMRs. Among them, 19 were upregulated in both KO mutants. 

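Supplementary Data 9 lists 53 genes as overlapping a common hypoDMR, of which 51 passed the filter on low counts and none is on the TE-gene list. In the counts, 19 of the 51 (37.3%) were upregulated in both lines, 2 in M23 only and 1 in M25 only, and 1 was downregulated in each line. Adjusted over the list alone, 20 were upregulated in both lines. Of the 10517 other tested genes outside the TE-gene list, 189 (1.80%) were upregulated in both lines (Fisher's exact test, two-sided, odds ratio 32.4, p = 4.71e-20). That list holds only TE-genes already called upregulated, so TE-genes without such a call remain among the other genes and may lower their share. The test also treats genes as independent, which they are not. The paper called the hypoDMRs on bisulfite data from the same lines, without the RNA counts. The median LFC of the 51 genes was 1.32 in M23 and 0.95 in M25. The number upregulated in both lines was 16 without WT replicate 2 and 21 at FDR < 0.05, the lowest and highest values over the alternatives tried.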

TE methylation is observed in other diatoms such as *F. cylindrus*^11^ and *T. pseudonana*^11^ where the targeted TEs have low expression^11^. However, those species encode a different set of DNMTs compared to *P. tricornutum. T. pseudonana* appears to lack DNMT5a and has a partial DNMT6 protein while *F. cylindrus* encodes all but DNMT3 (Supplementary Data 3). It is possible that DNMTs show partial functional redundancy in diatoms. In that regard, the DNMT5:KO cell lines presented in this study could be used as a heterologous expression system to decipher the role of other DNMTs in diatoms.

Compared to DNA methylation loss that is observed in different DNMT5:KO cell lines (Supplementary Figs. 4, 5), gene expression was more inconsistent between cell lines, including when assessed by qPCR validation. We thus make the hypothesis that gene expression is mainly cell line specific in DNMT5:KO cell lines. This divergence in gene expression could be linked to the random insertions of plasmids generated by biolistic transformation. 

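The difference between the lines was tested directly, as M23 against M25 in the same fit. At |LFC| > 1 and FDR < 0.01, 2210 genes differed, 1199 higher and 1011 lower in M23, of which 1951 are outside the list of 600 TE-genes and 259 on it. The split moved with the scaling, to 1487 higher and 794 lower with upper-quartile factors and to 2718 and 353 with library totals alone, and limma on log2(TPM + 1) gave 2095 and 356. The number fell to 752 without M25 replicate 1 and 1124 without M25 replicate 2, and was 1795 without WT replicate 1 and 1874 without WT replicate 2. Tested against an LFC of 1 itself (edgeR's glmTreat), 367 genes differed. Among the genes with the largest differences, Phatr3_EG01882 had 0 and 1 counts in M23, 958 and 1297 in M25, and 1628 and 1906 in WT. Phatr3_J47612 had 19 and 24 counts in M23, 4754 and 4596 in M25 and 5026 and 4631 in WT (LFC of M23 minus M25 -8.17, standard error 0.271, FDR = 1.05e-07), and Phatr3_J47667 had 1371 and 1370 in M23, 75284 and 103227 in M25 and 73724 and 74987 in WT (LFC -6.45, standard error 0.302, FDR = 8.17e-07), both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The listed TE-gene Phatr3_J40433 and Phatr3_Jdraft430 complete the 5 lowest. At the other end, Phatr3_J46898 had 7476 and 12630 counts in M23, 19 and 28 in M25 and 55 and 69 in WT (LFC 8.31). The listed TE-gene Phatr3_EG00508 had 74 and 116 counts in M23 and 0 in M25 and WT, at least 42.9-fold higher than in WT. The other 3 highest were the listed TE-gene Phatr3_J33783, Phatr3_Jdraft1441 and Phatr3_EG00865. Phatr3_EG00508, Phatr3_J33783 and Phatr3_Jdraft1441 had 0 counts in both M25 libraries, so their rank rests on a fitted LFC without an M25 count. From the differences between lines, which it contrasts with the loss of methylation in all of them, the paper proposes that gene expression is mainly cell line specific in the DNMT5:KOs, and names plasmid insertions and TE insertions as possible reasons.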

Alternatively, *de novo* and likely random TE insertions upon DNA methylation loss could generate gene expression divergence between cell lines over time.

In our study, we found that 15% of TE-genes are upregulated in the DNMT5:KO cell lines, less than observed in *Arabidopsis thaliana* where the loss of DDM1 (involved in the maintenance of DNA methylation) caused the expression of about 40% of all TE-genes^59^. However, in *P. tricornutum* we found that overexpression and methylation levels are particularly relevant for TEs that have been identified as full length potentially still active LTR-copia elements. Interestingly, in *Arabidopsis thaliana*, the most mobile TEs between different accessions are regulated by the MET2a protein, likely involved in DNA methylation and repression^60^. In addition, such TEs expansion associates with null or loss of function alleles of MET2a^60^. When comparing *P. tricornutum* and *T. pseudonana* genomes, the CoDi2 and CoDi4 families are the main contributors of retrotransposon expansion in *P. tricornutum*^61^ although CoDi2 is only found in *P. tricornutum*. We found such TEs to be overexpressed in response to DNA methylation loss. Therefore, DNA methylation seems to be a genome integrity keeper in *P. tricornutum*. Other smaller TEs in the form of TE-genes are also upregulated and may retain some activity in *P. tricornutum*. Upregulation was also observed for TEs that were not targets of DNA methylation in the reference strain but for which a subset was nonetheless found within a 1 kb distance from hypoDMRs, suggesting that initial repression is likely linked to DNA methylation spreading or proximity, which was reported in a previous work^27^.

Highly repetitive TE families are removed in our analysis since only uniquely mapped reads were aligned. This is true for both transcriptomic and bisulfite sequencing data. In addition, our transcriptomic analysis is only a snapshot of all TEs overexpressed at a given time in *P. tricornutum* cell populations. The loss of DNA methylation could trigger more misregulation of TEs in stress culture conditions, as previously reported upon nitrogen depletion^27^ and exposure to the toxic reactive aldehyde^61^. DNMT5 mutant cell lines are viable in standard culture conditions used for *P. tricornutum* suggesting that co-occurring repressive histone marks reported in previous studies might be compensating the loss of DNA methylation^35,43^. Additionally, this suggests that in optimal conditions, loss of DNA methylation is not associated with drastic biological effects, supporting the lack of a phenotypic response which is otherwise seen in stress conditions, typically slow growth, smaller cell size and an atypical morphology. Our study provides direct understanding of DNA methylation regulation and its role in diatoms offering a robust foundation for future studies in eukaryotes to further comprehend DNA methylation function and evolution.

## Methods

### HMMER and Reciprocal BLAST best Hit analysis

We performed an extensive scan of the MMETSP database, enriched with 7 diatom transcriptomes and genomes from the top 20 most abundant diatoms found in *Tara* Oceans database^62^, using HMMER-search with the model PF00145 to fetch any DNMT-like, including partial transcripts, sequence within microeukaryotes. We ran HMMER in a non-stringent fashion to not miss positives DNMT sequences. We used eDAF approach to filter the expected high number of false positives. It is worth noting that we initially use HMMER for screening instead of the built-in module of eDAF due to the time complexity of the latter for extensive searches (tens to hundreds of times slower than HMMER). Reciprocal BLAST best hit analysis was performed as previously described^63^. Briefly, the DNMT3 (Phatr3_J47136), DNMT4 (*Thaps3_11011*), DNMT5 (*Phatr3_EG02369*) and DNMT6 (Phatr3_J47357) orthologues found in *P. tricornutum* or *T. pseudonana* (for DNMT4) were blasted against a phylogenetically optimized database that include MMETSP transcriptomes. Putative DNMT sequence hits giving back the corresponding enzyme (DNMT3, DNMT4, DNMT5, or DNMT6) at the threshold of *e*-value of 1 × 10^−5^ in the corresponding diatom were retained. Candidate enzymes were then analyzed using eDAF.

### eDAF-guided domain architecture analysis

enhanced Domain Architecture Framework (eDAF) is a four-module computational tool for gene prediction, gene ontology, and functional domain predictions^35^. As previously described for Polycomb and Trithorax enzymes^35^, candidate DNMTs identified by RBH and HMMER-search were analyzed using the DAMA-CLADE guided built-in functional domain architecture to predict the occurrences of DNMT domains starting from protein sequences. The domain architecture of representative enzymes used in this study can be found in Supplementary Data 4.

### Phylogenetic tree analysis

The DNMT domain of candidate enzymes were aligned using ClustalΩ^64^ (HHalign algorithm). The alignment was manually curated and trimmed using trimAL (removing >25% gap column) to align corresponding DNMT motifs in all gene families. A convergent phylogenetic tree was then generated using the online CIPRES Science gateway program^65^ using MrBAYES built-in algorithm. Default parameters were used with the following specifications for calculation of the posterior probability of partition: sumt.burninfraction = 0.5, sump.burningfraction = 0.5, 10000000 generations, sampling each 100. We also used two different models: Estimating the Fixed Rate and GTR.

### Cell cultures

Axenic *P. tricornutum* CCMP2561 clone Pt1 8.6 cultures were obtained from the culture collection of the Provasoli-Guillard National Center for Culture of Marine Phytoplankton (Bigelow Laboratory for Ocean Sciences, USA.). Cultures were grown in autoclaved and filtered (0.22 μM) Enhanced Sea Artificial Water (ESAW - https://biocyclopedia.com/index/algae/algal_culturing/esaw_medium_composition.php) medium supplemented with f/2 nutrients and vitamins without silica under constant shaking (100 rpm). Cultures were maintained in flasks at exponential state in a controlled growth chamber at 19 °C under cool white fluorescent lights at 100 μE m − 2 s − 1 with a 12 h photoperiod. For RNA sequencing and bisulfite experiments, WT and DNMT5 mutant cultures were seeded in duplicate at 10.000 cells/ml and grown side by side in 250 ml flasks until early-exponential at 1.000.000 cells/ml. Culture growth was followed using a hematocytometer (Fisher Scientific, Pittsburgh, PA, USA). Pellets were collected by centrifugation (4000 rpm) washed twice with marine PBS (http://cshprotocols.cshlp.org/content/2006/1/pdb.rec8303) and flash frozen in liquid nitrogen. Cell pellets were kept at −80 °C until use. For bisulfite sequencing, technical duplicates were pooled to get sufficient materials.

### CRISPR/Cas9 mediated gene disruption

The CRISPR/Cas9 knockouts were performed as previously described^44^. Our strategy consisted in the generation of short deletions and insertions to disrupt the open reading frame of putative DNMTs of *P. tricornutum*. We introduced by biolistic the guide RNAs independently of the Cas9 and ShBle plasmids, conferring resistance to Phleomycin, into the reference strain Pt1 8.6 (referred hereafter as ‘reference line’ or ‘wild-type’- WT). Briefly, specific target guide RNAs were designed in the first exon of Phatr3_EG02369 (DNMT5), Phatr3_J47357 (DNMT6) and Phatr3_J36137 (DNMT3) using the PHYTO/CRISPR-EX^66^ software and cloned into the pU6::AOX-sgRNA plasmid by PCR amplification. For PCR amplification, plasmid sequences were added in 3’ of the guide RNA sequence (minus –NGG), which are used in a PCR reaction with the template pU6::AOX-sgRNA. Forward primer – sgRNA seq + GTTTTAGAGCTAGAAATAGC. Reverse primer - sequence to add in 3’ reverse sgRNA seq + CGACTTTGAAGGTGTTTTTTG. This will amplify a new pU6::AOX-(your_sgRNA). The PCR product is digested by the enzyme DPN1 (NEB) in order to remove the template plasmid and cloned in TOPO10 *E. coli*. The sgRNA plasmid, the pDEST-hCas9-HA and the ShBLE Phleomycin resistance gene cloned into the plasmid pPHAT-eGFP were co-transformed by biolistic in the Pt1 8.6 ‘Wild Type’ strain as described in^44^. We also generated a cell line that was transformed with pPHAT-eGFP and pDEST-hCas9-HA but no guide RNAs. This line is referred as the Cas9:Mock line.

CRISPR/Cas9—sgRNA transformants were selected by phleomycin resistance (carried by the plasmid pPHAT-eGFP). 48 hours post-transformation, diatoms were replated and grown on phleomycin 100 µg/ml 50% Enhanced Artificial Sea Water^67^ plates until single colonies appeared (2–3 weeks). Transformants were isolated from plates and sanger sequenced after PCR using HGS Diamond Taq® as per manufacturer instruction and the primers DNMT5locus_R and DNMT5locus_F (Supplementary Data 19). These primers allow the amplification and sequencing of both alleles of DNMT5. Sequencing using the primer DNMT5locus_R shows that mutants are homozygous for the deletions. In addition, all mutants show loss of heterozygosity (LOH).

### RNA and DNA extraction

Total RNA extraction was performed by classical TRIZOL/Chloroform isolations and precipitation by isopropanol. Frozen cell pellets were extracted at a time in a series of 3 technical extraction/duplicates and pooled. RNA was DNAse treated using DNAse I (ThermoFisher) as per manufacturer’s instructions. DNA extraction was performed using the Invitrogen™ Easy-DNA™ gDNA Purification Kit following ‘Protocol #3’ instructions provided by the manufacturer. Extracted nucleic acids were measured using QUBIT fluorometer and NANODROP spectrometer. RNA and gDNA Integrity were controlled by electrophoresis on 1% agarose gels.

### RT-qPCR analysis

qPCR primers were designed using the online PRIMER3 program v0.4.0 defining 110–150 amplicon size and annealing temperature between 58 °C and 62 °C. Primer specificity was checked by BLAST on *P. tricornutum* genome at ENSEMBL (http://protists.ensembl.org/Phaeodactylum_tricornutum/Info/Index). For cDNA synthesis, 1 µg of total RNA was reverse transcribed using the SuperScript™ III First-Strand (Invitrogen) protocol. For quantitative reverse transcription polymerase chain reaction (RT‐qPCR) analysis, cDNA was amplified using SYBR Premix ExTaq (Takara, Madison, WI, USA) according to manufacturer’s instructions. CT values for genes of interest were generated on a Roche lightcycler® 480 qpcr system. CT values were normalized on housekeeping genes using the deltaCT method. Normalized CT values for amplifications using multiple couples of primers targeting several cDNA regions of the genes of interest were then averaged and used as RNA levels proxies. Primers used in this study are listed in Supplementary Data 19.

### Dot blot

gDNA samples were boiled at 95 °C for 10 min for denaturation. Samples were immediately placed on ice for 5 min, and 250–500 ng were loaded on regular nitrocellulose membranes. DNA was then autocrosslinked in a UVC 500 crosslinker – 2 times at 1200uj (*100). The membranes were blocked for 1 h in 5% PBST-BSA. Membranes were probed for 1 h at room temperature or overnight at 4 °C with 1:1000 dilution of 5mC antibody (OptimAbtm Anti-5-Methylcytosine – BY-MECY 100). 5mC signals were revealed using 1:5000 dilution of HRP conjugated antirabbit IgG secondary antibody for 1 h at room temperature followed by chemo luminescence. Loading was measured using methylene blue staining.

### RNA and bisulfite sequencing

RNA libraries were prepared by the FASTERIS Company (https://www.fasteris.com). Total RNA was polyA purified and libraries were prepared for illumina NextSeq sequencing technologies. For RNAseq analysis, two biological replicates per mutant were used (M23 and M25). In addition, two biological replicates of a Pt1 8.6 line was sequenced in the same run as a control (total of 6 samples). Bisulfite libraries and treatments were performed by the FASTERIS Company and DNA was sequenced on an Illumina NextSeq instrument. 150 bp paired-end reads were generated with 30X coverage. A 5mC map was also generated in the reference Pt1 8.6 line as a control.

### RNAseq analysis

150 bp paired-end sequenced reads were subjected to quality control with FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc). Then, the reads were aligned on the reference genome of *P. tricornutum* (Phatr3)^46^ using STAR (v2.5.3a)^68^. Gene expression levels were quantified using HTseq v0.7.2. Differentially expressed genes were analyzed using DESeq2 v1.19.37^69^ with the following generalized linear model: ~mutation. FDR values are corrected *p*.values using the Benjamini–Hochberg method. Genes are designed significant (DEGs) if the |log2FC | > 1 and the FDR < 0.05. GO enrichments were calculated using the overrepresentation Fisher’s exact test described in topGO v2.44.0^70^. For each analysis, appropriate DEGs have been used as input and a GO theme is considered as significant if the *p* < 0.05.

### Bisulfite sequencing analysis

Bisulfite analysis was performed using Bismark-bowtie 2 (https://www.bioinformatics.babraham.ac.uk/projects/bismark/). We used the default Bowtie2 implementation of Bismark with the specifications that only uniquely mapped reads should be aligned. All alignments were performed with high stringency allowing for only one base mismatch (*n* = 1). We also clearly specified that no discordant pairs of the pair-end reads should be aligned. DNA methylation in the CG, CHG, and CHH contexts was calculated by dividing the total number of aligned methylated reads by the total number of methylated plus un-methylated reads.

### DMR calling

Differentially methylated regions were called using the DMRcaller R package v1.22.0^45^. Given the low level of correlation of DNA methylation observed in *P. tricornutum*^11,27^ and sequencing coverage in all three cell lines, only cytosines with coverage > =5X in all three lines were kept for further analysis and the bins strategy was favored over other built-in DMRcaller tools. DMRs were defined as 100 bp regions with at least an average 20% loss/gain of DNA methylation in either one of the DNMT5:KOs compared to the reference strain. The ‘Score test’ method was used to calculate statistical significance and threshold was set at *p* < 0.01. In addition, to distinguish isolated differentially methylated cytosines from regions with significant loss of DNA methylation, an hypoDMR must contain at least methylated 2 CpG in the reference strain.

### Overlap with histone modifications and genomic annotations

Analysis on BED files were performed using bedtools v2.27.1.^71^. Bedtools intersect with default parameters was used to calculate overlap regions of DMRs with genes and TE-genes. Bedtools window has been used to compute the 500 bp and 1 kb upstream and downstream near regions between DMRs, genes and TE-genes.

Percentage overlaps between DMRs as well as the overlap of gene and TE coordinates with histone modifications and DMRs were calculated using the genomation R package v1.22.0^72^ and the ‘annotateWithFeature’ and ‘getMembers’ functions. For RNAseq analysis, we analyzed the expression of TE-genes as previously described^46^. To define TE-genes in DMRs we crosschecked overlapping TE-genes annotations with bona fide TEs in DMRs using ‘annotatewithFeature’ function. UpSet plots were computed using UpSetR v1.4.0.^73^ Heatmaps were produced using the R package ComplexHeatmap (v2.8.0)^74^. Sankey diagram was produced with the R package highcharter (v0.9.4) (https://jkunst.com/highcharter/authors.html). TEs that mapped to less than three members of a TE family were discarded. All R plots were obtained using R version 4.0.3.

### Statistics and reproducibility

The statistical tests used in this study are indicated in the respective figure legend or in the Methods section. We used the function lm() from R to fit the linear model between LFC in the M23 and M25 cell lines. The pairwise Wilcoxon rank-sum test has been used to check for significant differences in TEs lengths between two distributions using the pairwise wilcox.test() function in R (Fig. 5e). For multiple-hypotheses testing, *p*.values were adjusted with the Benjamini–Hochberg procedure. No statistical methods were used to predetermine sample size.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Supplementary Data 17

Supplementary Data 18

Supplementary Data 19

Reporting Summary

## Data Availability

The raw data have been deposited at Gene Expression Omnibus GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186857). Bisulfite sequencing raw data and bigwig files showing methylation rates (#methylated C/#total number of C) in the context of CHH, CHG and CpG, where H: is A, C or T in the WT, M23 and M25 are under the accession number GSE186855. The raw RNA sequencing data and the TPM counting table are under accession GSE186856. Source data underlying figures are presented in Supplementary Data 6 (Fig. 3b), Supplementary Data 9 (Fig. 3d), Supplementary Data 10 (Fig. 3e), Supplementary Data 11 (Fig. 4b), Supplementary Data 12–13 (Fig. 4d, e), Supplementary Data 17 (Fig. 5e). A list of primers used in the study is presented in Supplementary Data 19. A full uncropped blot of the dot blot shown in Supplementary Fig. 4b is presented in the Supplementary Fig. 5. All the cell lines used in the study, including DNMT5:KOs, are available upon request.

# Supplementary material for: The model diatom Phaeodactylum tricornutum provides insights into the diversity and function of microeukaryotic DNA methyltransferases
**Source:** Commun Biol. 2023 Mar 9;6:253. doi: 10.1038/s42003-023-04629-0
**Supplement:** Supplementary file 2 — Supplementary Information

**Supplementary Figure 1:** Summary cladogram of phylogenetic relationships between DNMTs

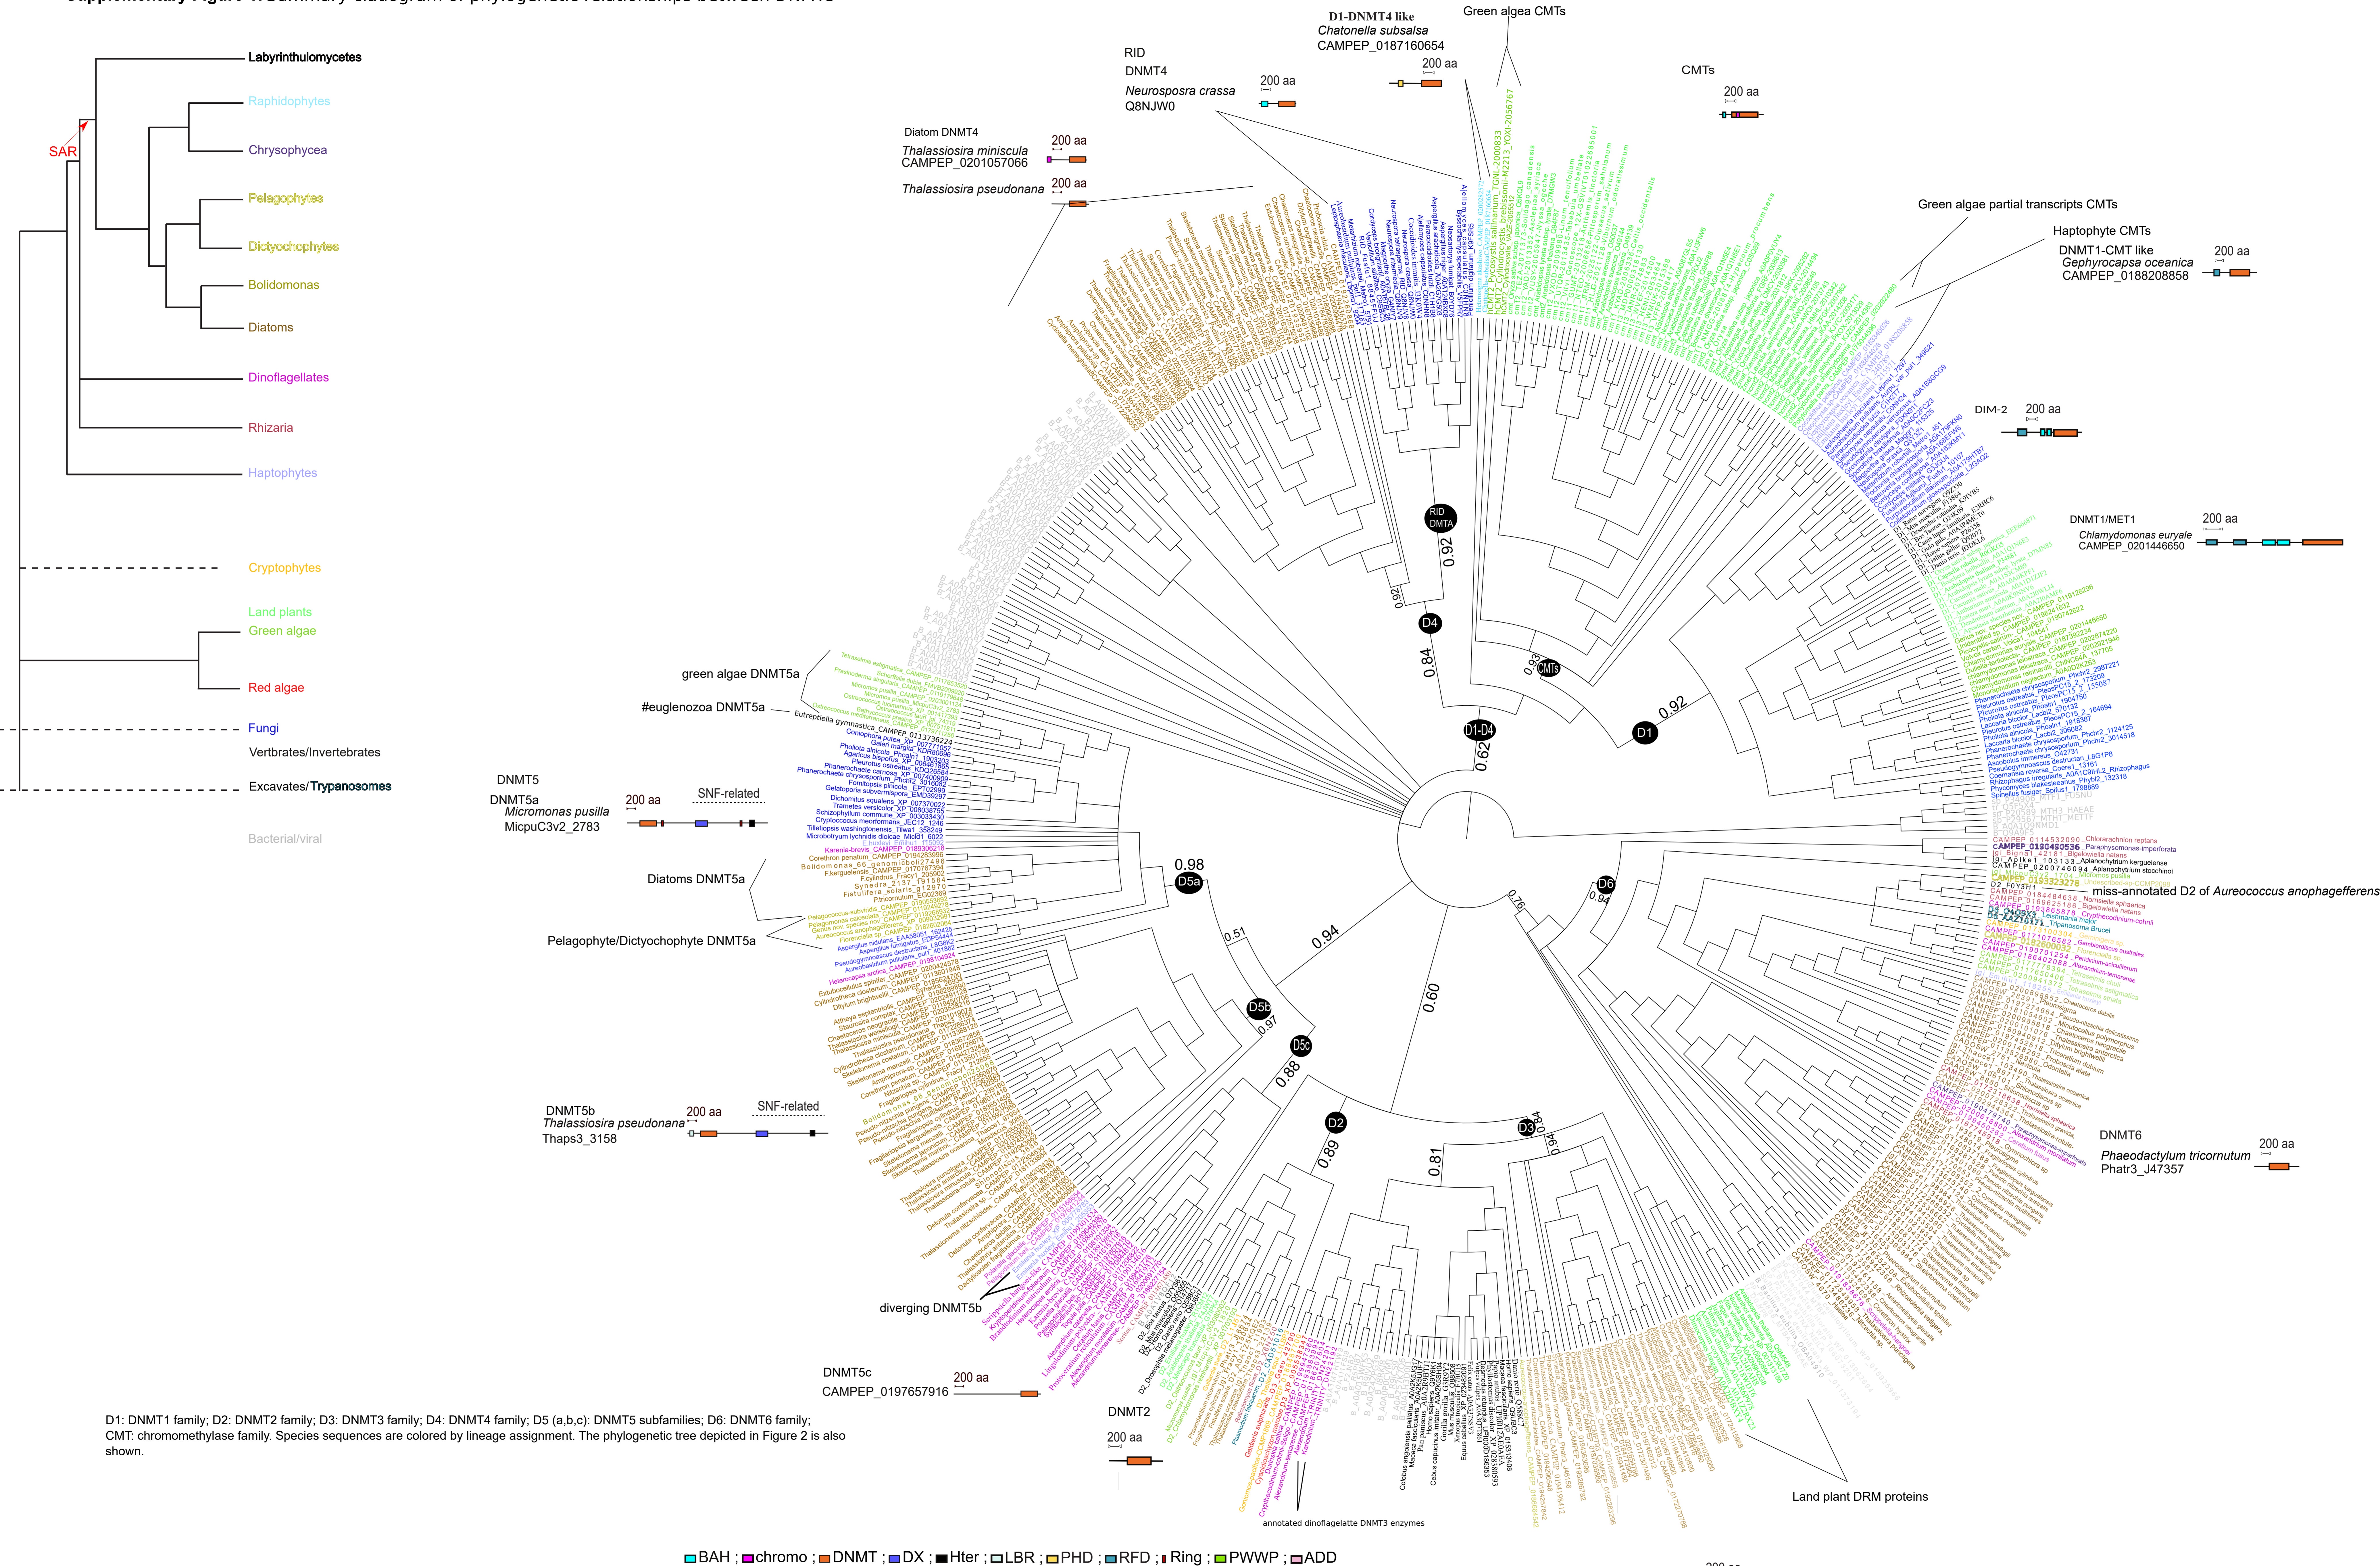

D1: DNMT1 family; D2: DNMT2 family; D3: DNMT3 family; D4: DNMT4 family; D5 (a,b,c): DNMT5 subfamilies; D6: DNMT6 family; CMT: chromomethylase family. Species sequences are colored by lineage assignment. The phylogenetic tree depicted in Figure 2 is also shown.

■BAH ; ■chromo ; ■DNMT ; ■DX ; ■Hter ; ■LBR ; ■PHD ; ■RFD ; ■Ring ; ■PWWP ; ■ADD

DNMT3a/b

DRM  inverted motifs

*Phaeodactylum tricornutum*  
Phatr3\_J47136

# Supplementary Figure 2: Alignment of the DNMT domain of representative DNMT5 proteins

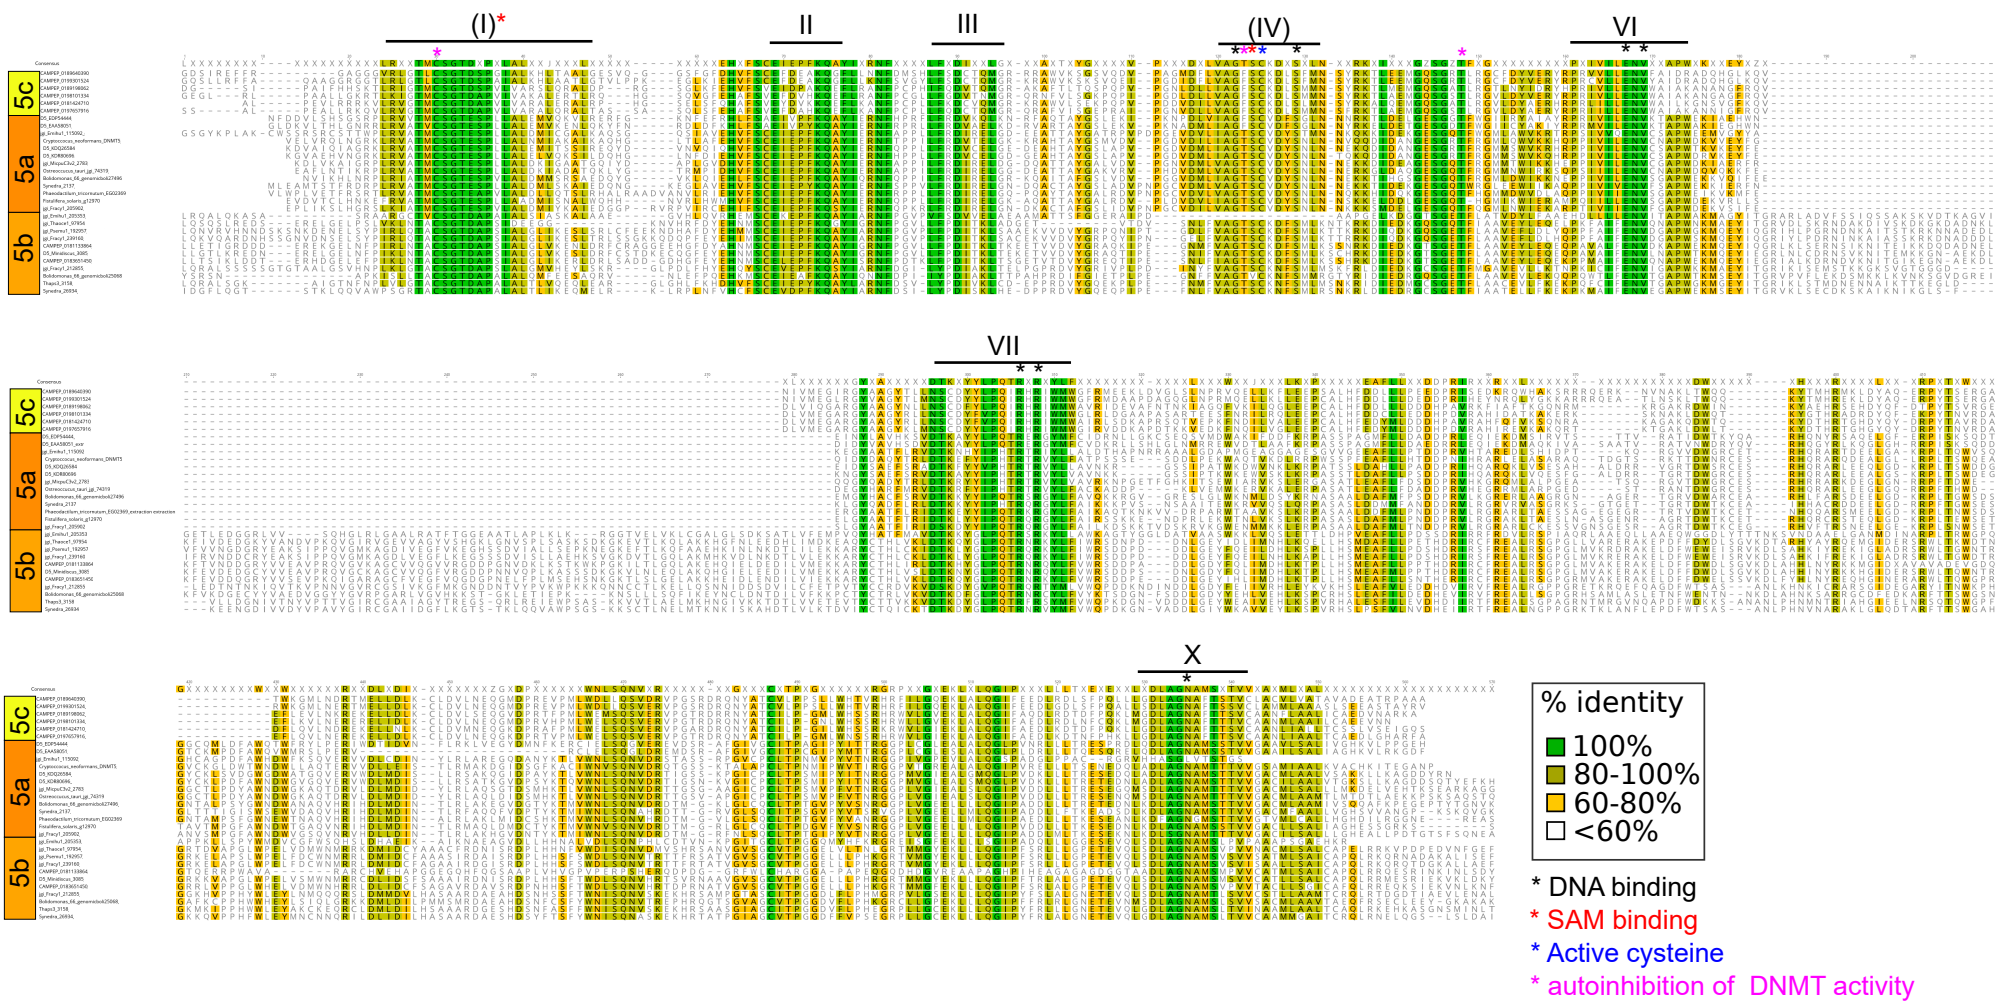

DNMT motifs are labelled using roman numerals. Motifs put in brackets are divergent compared to other DNMTs. An annotation for the motif I: TxCSGTD(A/S)P and IV: TSC; that are highly divergent compared to other DNMT motifs I (DXFXGXG) and IV (PCQ); based on their conservation in other DNMT5s and their position relatively to the other conserved DNMT motifs. Other motifs are well conserved and amino acids with DNA binding function and SAM binding activity are annotated accordingly.

**Supplementary Figure 3:** Sequencing of the DNMT5 CRISPR/Cas9 edited region in the DNMT5 KO cell lines and WT

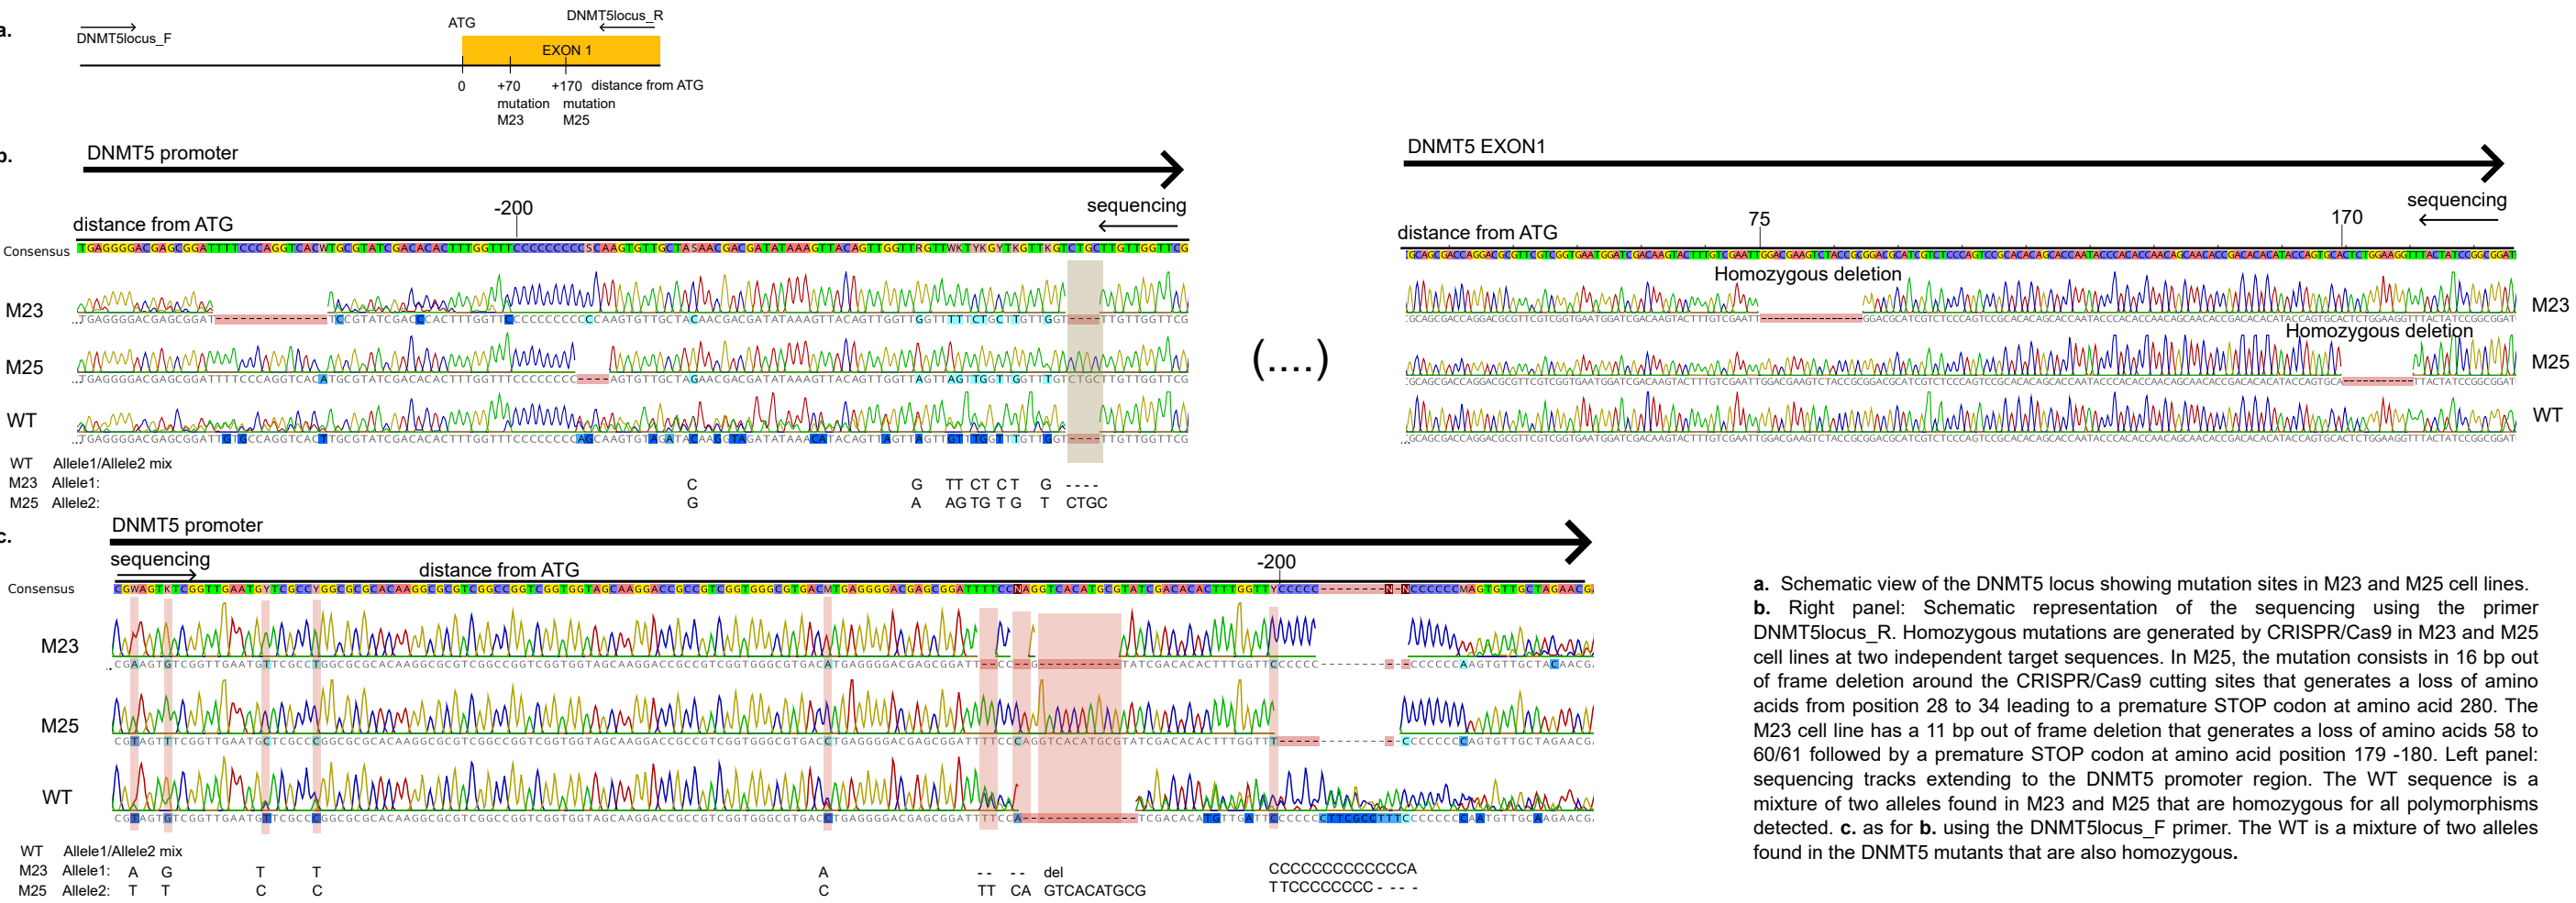

**a.** Schematic view of the DNMT5 locus showing mutation sites in M23 and M25 cell lines. **b.** Right panel: Schematic representation of the sequencing using the primer DNMT5locus\_R. Homozygous mutations are generated by CRISPR/Cas9 in M23 and M25 cell lines at two independent target sequences. In M25, the mutation consists in 16 bp out of frame deletion around the CRISPR/Cas9 cutting sites that generates a loss of amino acids from position 28 to 34 leading to a premature STOP codon at amino acid 280. The M23 cell line has a 11 bp out of frame deletion that generates a loss of amino acids 58 to 60/61 followed by a premature STOP codon at amino acid position 179 -180. Left panel: sequencing tracks extending to the DNMT5 promoter region. The WT sequence is a mixture of two alleles found in M23 and M25 that are homozygous for all polymorphisms detected. **c.** as for **b.** using the DNMT5locus\_F primer. The WT is a mixture of two alleles found in the DNMT5 mutants that are also homozygous.

**Supplementary Figure 4 : DNMT5:KO cell lines**

**a.**

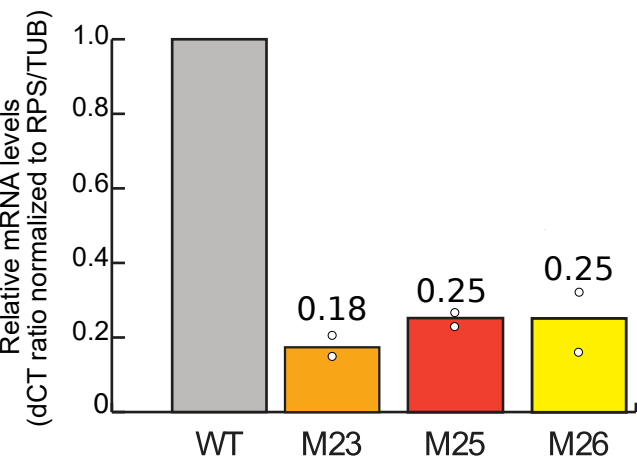

**b.**

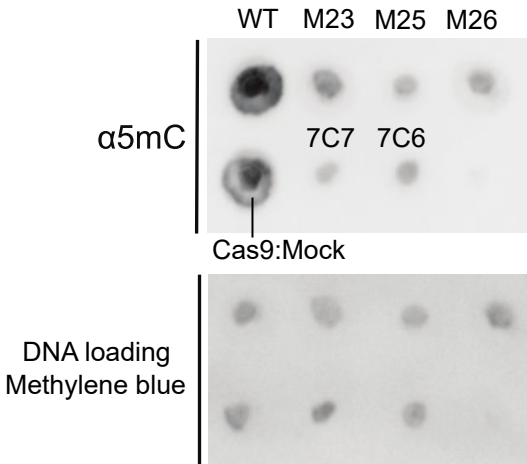

**a.** Quantitative PCR analysis of DNMT5 mRNA levels in the mutants compared to the reference Pt1 8.6 line (WT). Average fold loss is calculated by the ratio of CTs, normalized on the RPS and TUB genes (see Methods section), between mutants and WT. Normalized ratios were then averaged on biological replicates (n=2) per line (\*2 technical replicates per biological replicate) for 5 primers targeting all the DNMT5 transcripts. DNMT5:KO M26 is an independent DNMT5:KO mutant showing a deletion at the same position of DNMT5:KO M23 and is not further described in this manuscript **b.** Dot blot analysis of DNMT5 mutants compared to the Pt1 8.6 reference line (WT) and the Cas9:Mock control. 7C4 and 7C6 are DNMT5:KOs mutants that were not further used in this study. No DNA methylation, compared to the reference strain, in any DNMT5:KO mutant could be detected.

**Supplementary Figure 5 :** Uncropped version of the dot blot shown in the Supplementary Figure 4b

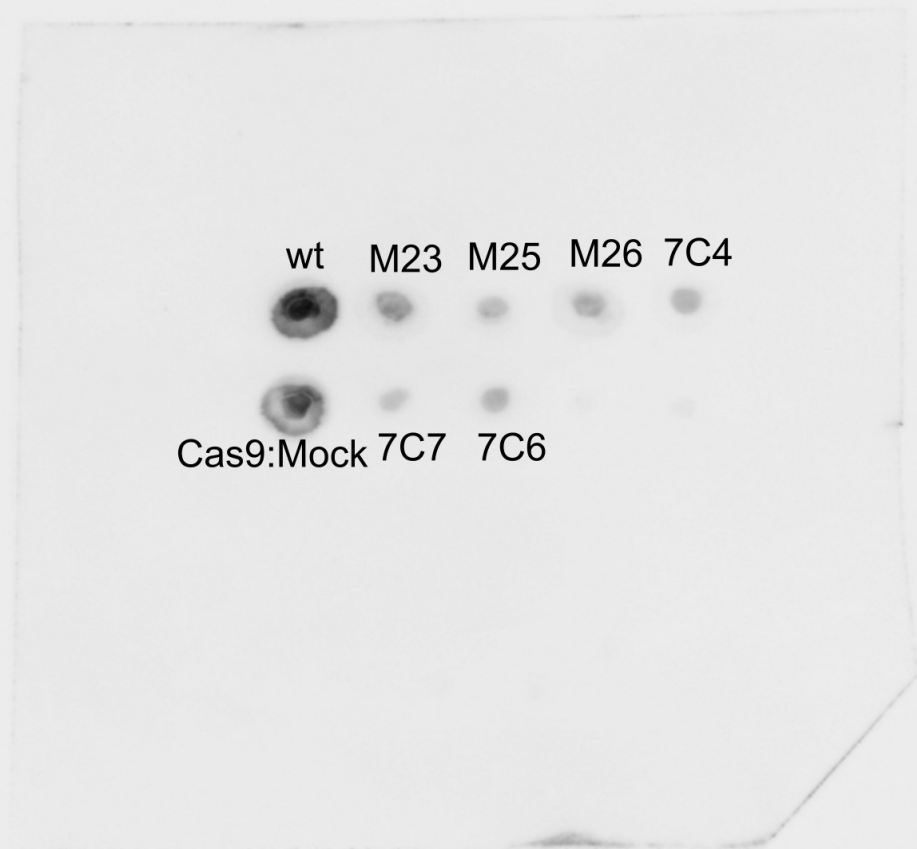

Dot blot depicting the DNMT5 mutants, the reference cell line Pt1 8.6 (WT) and the Cas9:Mock control. 7C4, 7C6 and 7C7 are DNMT5:KOs that were not used in this study. No DNA methylation, compared to the reference strain, in any DNMT5:KO mutant could be detected.

**Supplementary Figure 6:** Bisulfite sequencing features in the reference Pt1 8.6 and DNMT5:KO cell lines (M23, M25)

**a.**

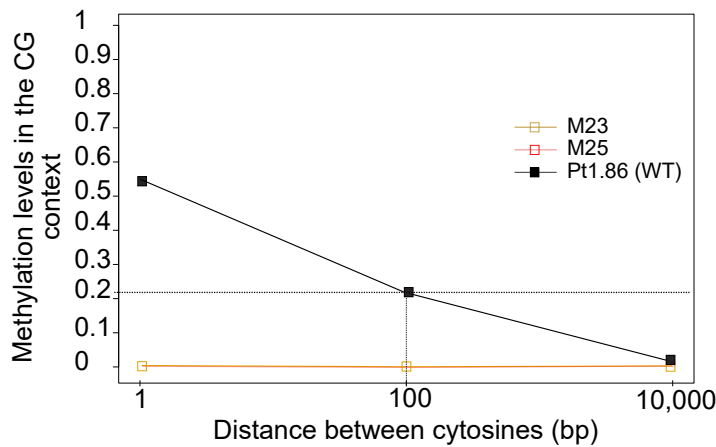

**b.**

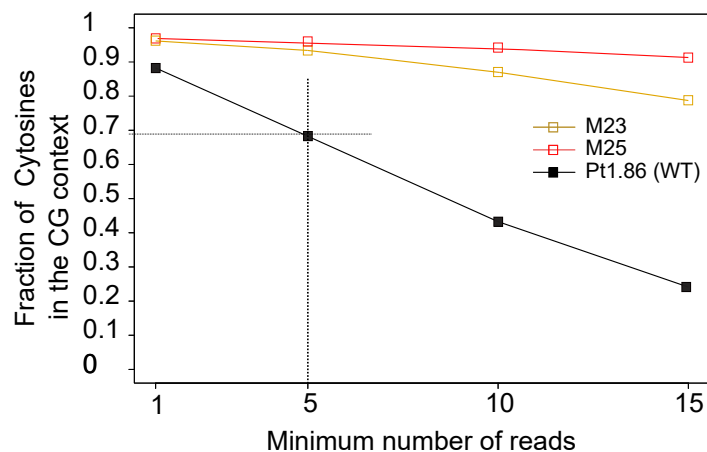

**a.** CG DNA methylation levels related to distance between cytosines in the reference Pt1 8.6 and DNMT5:KO (M23, M25). DNA methylation levels sharply decline after 100 bp distance in the reference strain suggesting a sparse methylation pattern. No DNA methylation is found in DNMT5:KO. **b.** Cytosine Coverage, after bisulfite treatment and Illumina sequencing in Pt1 8.6 and DNMT5:KO, show a deeper cytosine coverage for mutants. The number of covered cytosines quickly drop in the reference

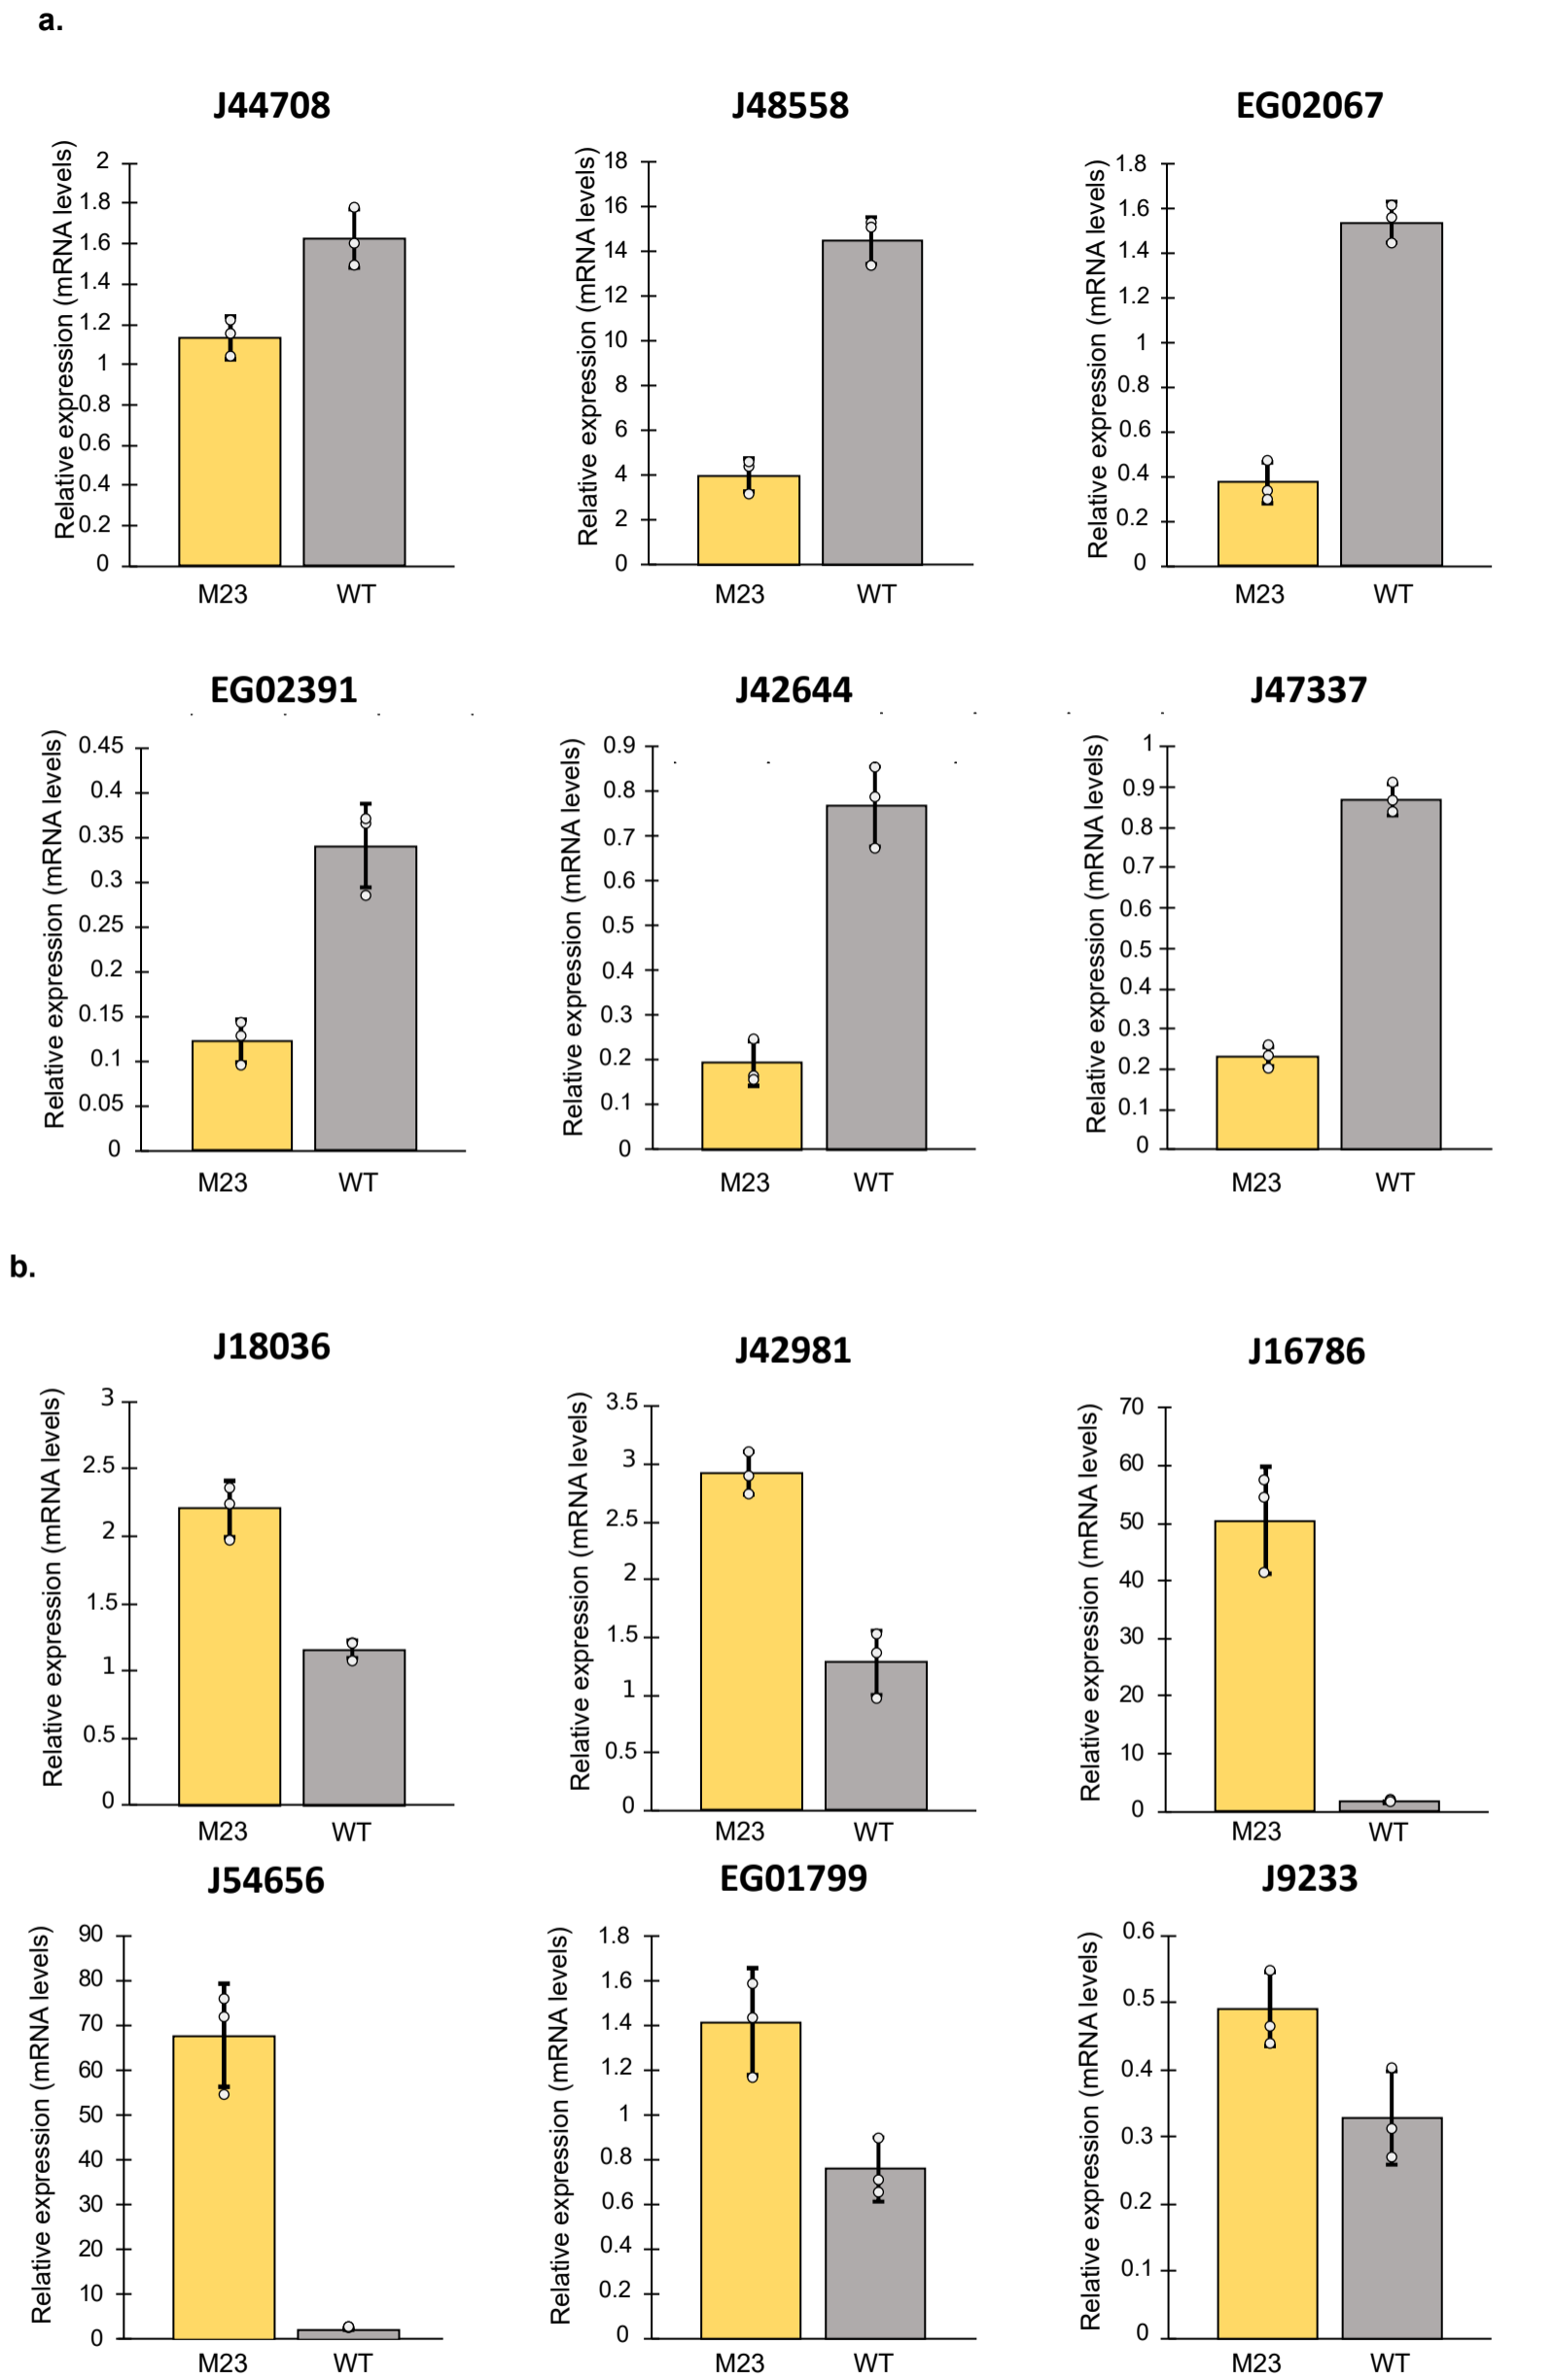

**a.** Quantitative PCR analysis of mRNA levels of downregulated genes in the DNMT5:KO M23 compared to the reference Pt1 8.6 line (WT). Average fold loss is calculated by the ratio of CTs, normalized on the RPS and TUB genes (see Methods section), between mutants and WT on technical replicates (n=3). Error bars represent the standard deviation between technical replicates. **b.** as for a. for upregulated genes. Biological functions of tested genes can be found in Supplementary Data 13 and 14.

# Supplementary material for: The model diatom Phaeodactylum tricornutum provides insights into the diversity and function of microeukaryotic DNA methyltransferases
**Source:** Commun Biol. 2023 Mar 9;6:253. doi: 10.1038/s42003-023-04629-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### Supplementary Data 1

Contains data relevant to Figure 1a. List of putative DNMTs fetched by HMMER in the MMETSP database and reciprocal best hits search in the phylogenetically optimized database described in Dorrell et al 61. When already reported in other studies, references were added. Enzymes found in the reference database and literature were added to the tree for comparison. References: De Mendoza A, Bonnet A, Vargas-Landin DB, Ji N, Hong F, Yang F, et al. Recurrent acquisition of cytosine methyltransferases into eukaryotic retrotransposons. Nat Commun 2018 ; Bewick, A. J. et al. The evolution of CHROMOMETHYLASES and gene body DNA methylation in plants. Genome Biol. 18, (2017).

### Supplementary Data 2

Contains data relevant to Figure 1a. Summary of DNMTs found in microeukaryotes at the species level. Presence “1”, absence “x” of at least one DNMT transcript or gene per species.

### Supplementary Data 3

Contains data relevant to Figure 2. Summary of DNMTs found per diatom species. The figure indicates the number of putative paralogues for each gene family in each species. The common ancestor of diatoms likely possessed a DNMT3, DNMT6, DNMT5b and DNMT2 enzyme while DNMT5a is restricted to pennate diatoms. Iterative lineage specific loss of DNMTs is observed as between *Fistulifera solaris*, *F. cylindrus* and *P. tricornutum*. *P. tricornutum* (in red) is the reference species for epigenomics in diatoms which lacks DNMT5b and DNMT4 orthologues. c - chromodomain containing-DNMT4 ; g – enzyme found in annotated genomes ; L - DNMT5b proteins with laminin-B receptor domain.

### Supplementary Data 4

Contains data relevant to Figure 1b. Representative microeukaryote enzymes used for the phylogenetic analysis (Figure 1a) and their structure as given by the eDAF pipeline.

### Supplementary Data 5

Contains data relevant to Supplementary Figure 4a. qCPR analysis of DNMT5a in DNMT5:KO cell lines and Pt1 8.6 in two biological replicates (B1 and B2) for 5 pairs of primers spanning the SNF and DX domains (DNMT5\_SNF, DNMT5\_DX as well as the DNMT domain of DNMT5 (DNMT5\_DNMT (1); DNMT5\_DNMT (2);DNMT5\_DNMT (3))).

#### Supplementary Data 6

Contains data relevant to Figure 3a and b. Methylation levels of genes and TEs in the reference strain and overlap with common hypoDMRs in DNMT5:KO cell lines (M23, M25). For each gene and TE, the number of methylated cytosines and associated average DNA methylation levels are reported. Methylated and unmethylated read counts are also shown.

#### Supplementary Data 7

Contains data relevant to Figure 3c. Summary of DMR analysis in the DNMT5:KO M23 cell line. DMR coordinates, number of methylated reads/unmethylated reads and pooled percentages of DNA methylation levels are shown. loss = hypoDMRs, gain = hyperDMRs.

#### Supplementary Data 8

Contains data relevant to Figure 3c. Summary of DMR analysis in the DNMT5:KO M25 cell line. DMR coordinates, number of methylated reads/unmethylated reads and pooled percentages of DNA methylation levels are shown. loss = hypoDMRs, gain = hyperDMRs.

#### Supplementary Data 9

Contains data relevant to Figure 3d. List of TEs and genes that overlap with common HypoDMRs.

#### Supplementary Data 10

Contains data relevant to Figure 3e. List of common HypoDMRs that overlap ("1") or don't overlap ("0") with different histone marks.

#### Supplementary Data 11

Contains data relevant to Figure 4. Summary of RNAseq analysis.

#### Supplementary Data 12

Contains data relevant to Figure 4d and 4e. TopGO results of biological process enrichment of upregulated TE-genes and genes in both DNMT5:KO cell lines.

#### Supplementary Data 13

Contains data relevant to Figure 4d and 4e. Summary and list of upregulated genes in the DNMT5:KO cell lines.

#### Supplementary Data 14

Contains data relevant to Figure 4f and 4g. Summary and list of downregulated genes in the DNMT5:KO cell lines.

#### Supplementary Data 15

Contains data relevant to Supplementary Figure 7a and 7b. qCPR analysis of upregulated and downregulated genes in the DNMT5:KO M23 cell line.

#### Supplementary Data 16

Contains data relevant to Figure 5a. Relationship between DNA methylation levels and expression of TE-genes.

#### Supplementary Data 17

Contains data relevant to Figure 5e. The table shows the length of TEs overlapping with upregulated TE-genes that also intersect (or not) with common hypoDMRs.

#### Supplementary Data 18

Contains data relevant to Figure 5d. Long-LTR TEs that overlap with common hypoDMRs and that are upregulated in DNMT5:KO cell lines

#### Supplementary Data 19

List of primers used in the study.

# Supplementary material for: The model diatom Phaeodactylum tricornutum provides insights into the diversity and function of microeukaryotic DNA methyltransferases
**Source:** Commun Biol. 2023 Mar 9;6:253. doi: 10.1038/s42003-023-04629-0
**Supplement:** Supplementary file 23 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection no softwares were used to collect the data

Data analysis RNAseq: FastQC (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc>) ; STAR (v2.5.3a); HTseq v0.7.2; DESeq2 v1.19.37; TopGO v2.44.0  
Bisulfite sequencing analysis: Bismark-bowtie 2 (<https://www.bioinformatics.babraham.ac.uk/projects/bismark/>).  
DMR calling: DMRcaller R package v1.22.0, bedtools v2.27.1, genomation R package v1.22.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw data have been deposited at Gene Expression Omnibus GEO (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186857>). Bisulfite sequencing raw

data and bigwig files showing methylation rates (#methylated C/#total number of C) in the context of CHH, CHG and CpG, where H: is A, C or T in the WT, M23 and M25 are under the accession number GSE186855. The raw RNA sequencing data and the TPM counting table are under accession GSE186856. All the code that has been used to generate the results in this paper is available from the lead contact upon request.

All the cell lines used in the study, including DNMT5:KOs, are available upon request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

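RNA sequencing was used from 6 libraries of *P. tricornutum*: 2 biological replicates each of the DNMT5:KO lines M23 and M25 and of the Pt1 8.6 reference line (WT), sequenced in the same run according to the Methods. According to the Methods the RNA was polyA purified, while the results of the paper speak of whole RNA. The authors made the gene counts by aligning paired-end reads to the Phatr3 genome with STAR and counting reads per gene with HTSeq, and deposited the counts of each library without normalization. The strand setting is not given in the sources used here. The authors also deposited a table of TPM values made from the same counts. Dividing count by TPM gives the same relative length for each gene in all libraries, and the tool and gene lengths behind the TPM are not given in the sources used here. Bisulfite sequencing reads, qPCR runs and dot blots were not analysed here. Methylation levels, DMRs, Ct values and gene lists come from the paper's Supplementary Data and are the paper's. Supplementary Data 6 and 11 were held only in part, the first 1998 of 13121 and the first 1999 of 11543 entries.

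Counts were fitted with edgeR 4.0.16 (quasi-likelihood, TMM normalization, filterByExpr by line, design by line over the 6 libraries), which left 11165 of 12233 genes. M23 and M25 were each compared with WT, and with each other, in this fit. A gene was called at an absolute LFC above 1 and a Benjamini-Hochberg FDR below 0.01, the thresholds of the paper's results. The 12233 genes include 56 identifiers outside the Phatr3 naming. Each group has 2 libraries, so the spread between replicates was pooled over the lines. Library totals ran from 19181395 to 22288948 counts. For a gene without a count in WT, a fold change was given as a lower bound against 3 counts over the WT group, and for a gene with 1 to 3 WT counts as a ratio with its 95% counting interval. All intervals on counts cover counting error only.

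The sensitivity of the call was tested on simulated data with the dispersion of these libraries and 200 changed genes at an LFC size of 2. The edgeR test recovered 164 of them (82%) and called 1 of the unchanged genes, DESeq2 recovered 161 and called 4, and limma-voom recovered 163 and called 2. Since both comparisons share the WT libraries, the overlaps and the R2 between the lines were set against 20 simulations of unchanged lines and 20 with the changes of M25 placed on random genes.

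Genes were named by a rule fixed before the data were examined: each gene that the paper names by identifier in its text, Fig. 4a, Fig. 5f or Supplementary Fig. 7, the other DNA methyltransferases, the chaperone genes, the 5 genes called in both lines in each direction whose weaker LFC was largest, the 5 genes at each end of the difference between M23 and M25, and the genes called within 100 kb of DNMT5a. Values that the paper's tables give for these genes had been seen. Phatr3_J47136 and Phatr3_J36137, which the paper's text gives for DNMT3, were not analysed here because the count tables do not hold these identifiers. The lists taken from the paper were the 600 TE-genes of Supplementary Data 16, the 53 genes of Supplementary Data 9 that overlap a common hypoDMR, the 10 genes of Supplementary Data 13 with a DnaJ or Hsp90 domain, the 36 genes of Supplementary Data 14 and the 12 genes measured by qPCR. Of these, the lists of Supplementary Data 13, 14 and 16 were chosen by the study on these samples.

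Methylation between groups of TE-genes was compared by a permutation test of the difference of medians with 100000 resamples, shares by Fisher's exact test, and the TE-gene share of counts by an exact permutation test over the 15 splits of 4 against 2 libraries. Chromosome medians were compared with 10000 random gene sets of the same size for the 32 chromosomes with at least 20 tested genes outside the TE-gene list, with Benjamini-Hochberg adjustment over chromosomes and lines. A chromosome was known for 8781 of 10568 such genes (83.1%), from the paper's tables and a reference annotation. The positions of both sources overlapped for 1868 of the 1868 genes that have both. The analysis was tested on simulated data by adding 0.4 to the LFC of the genes of 1 chromosome, which was called, with a recovered shift of 0.26 and 0 other chromosomes called. The simulated genes were independent, so false calls from neighbouring genes that change together could not appear. The overlap of TE-genes with hypoDMRs was left out because only 287 of the 600 TE-genes have a position in the tables used here, and these may differ from the rest.

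The alternatives were DESeq2 1.42.0 and limma-voom (limma 3.58.1), edgeR's glmTreat against an LFC of 1, an FDR below 0.05 as in the Methods, RLE size factors, upper-quartile factors, library totals alone, TMM without the listed TE-genes, no filter on low counts, a filter at a CPM of 1 in 2 libraries, only the lines compared in each fit, a replicate block, each of the 6 libraries left out in turn, and limma on log2(TPM + 1). The analysis used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.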

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

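The direct test of M23 against M25 and the tests of chromosome medians and of the genes around DNMT5a were planned. The thinning of libraries, the lowest values over scalings, the sets matched on expression level, the comparisons with bisulfite read numbers and the test of identifiers outside the Phatr3 naming were chosen after the result was seen.

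The lines differ from each other at 2210 genes in the direct test of M23 against M25 (|LFC| > 1, FDR < 0.01, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although both carry a mutation of the same gene. A difference in depth was tested by thinning all libraries to the smallest total, 19181395 counts. This left 2143 genes, 2106 of them shared with the full depth, so that depth does not account for the number. The scaling of the M23 libraries, whose TMM factors are the highest, was tested with the other scalings. Each gave at least 2223 genes, so the scaling does not account for the number either, although it moved the split between higher and lower in M23. Against that, the number fell to 752 without M25 replicate 1 and to 1124 without M25 replicate 2. It stays open whether the differences come from the mutation or from changes that each line acquired on its own, such as insertions or copy number, which were not separated here.

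DNMT2 (Phatr3_J16674, chromosome 28, 199165 to 200389) was higher in M23 than in M25, with an LFC of M23 minus M25 of 1.85 (standard error 0.348, FDR = 0.00223, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts were 94 and 94 in M23, 21 and 18 in M25 and 21 and 17 in WT, so the LFC against WT was 1.73 in M23 and -0.12 in M25 (0.12 without WT replicate 1). The scaling of the M23 libraries was tested in the same way, and the lowest difference under another scaling was 1.83, still past the threshold. The call depended on single libraries. Without M25 replicate 1 (1.91) or 2 (1.79) the difference between the lines was no longer past the threshold, and the call in M23 was lost without WT replicate 1 (1.97) or 2 (1.57). A biological reason such as compensation for DNMT5a was not tested, and it would have to act in M23 and not in M25.

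Genes within 100 kb of DNMT5a were lower in M23. The median LFC of the 79 tested genes outside the TE-gene list minus that of all such genes was -0.74 in M23 and -0.09 in M25, and the difference between the lines in this stretch was not tested. The expression level of these genes does not account for it, since random sets matched on expression level gave a permutation p of 1.0e-04, the smallest value they can give. The matched sets also treat neighbouring genes as independent. On the side before DNMT5a, the genes from the start of chromosome 6 were lower in M25 too. Their median LFC was -0.46 in M25 and -1.27 in M23, against 0.28 and -0.08 from 200 kb after DNMT5a onwards. An explanation confined to M23 does not cover this, although a high level in the shared WT libraries would lower both lines. A loss of DNA copies of the region in M23 cannot be told apart from an effect on transcription with the tables used here. Only 3 of the DMRs called for M23 lie in the stretch, and 31.25% of the DMRs elsewhere have a lower ratio of M23 to WT bisulfite reads than their median. The column of unmethylated reads in the paper's DMR tables appears to hold total reads, judging from the methylation ratios, so these read numbers are uncertain. The paper reports that the mutants are homozygous for other polymorphisms near the edited site, where WT carries both alleles, and whether this or an effect of the edit itself bears on the neighbouring genes was not tested.

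On some chromosomes the median LFC of the genes differed from that of all genes, 10 of them in M23 (4, 5, 6, 8, 9, 15, 19, 25, 26 and 30) and 9 in M25 (4, 6, 11, 17, 19, 23, 28, 30 and 31), of 32 tested. The test shuffled single genes, although genes on a chromosome are not independent, and left out the spread between replicates. The number of chromosomes that differ may therefore be too high. The sizes ran from -0.55 (chromosome 26) to 0.37 (chromosome 30) in M23 and from -0.43 (chromosome 31) to 0.26 (chromosome 23) in M25. Against sets matched on expression level 10 chromosomes in M23 and 7 in M25 passed, so the expression level of the genes does not account for the pattern in either line. Chromosomes present in more or fewer DNA copies were tested with the read numbers in the part of Supplementary Data 6 held here, which covers 14 of the chromosomes. In M25 the log2 ratio of bisulfite reads of M25 to WT and the RNA median had a Pearson coefficient of 0.965 (permutation p = 1e-05, the smallest value these can give, Benjamini-Hochberg adjusted 1e-04 over 10 correlations) and a Spearman coefficient of 0.824 (permutation p = 0.00054, adjusted 0.0054). Without the 2 chromosomes farthest from the median the Pearson coefficient was 0.937 (permutation p = 0.00023, adjusted 0.000767), so it did not rest on them. This is consistent with altered chromosome copy numbers in part of the M25 culture. The result is a hypothesis from the same data that raised it. Against the read ratio of M23 to WT, the RNA medians of M25 had a Pearson coefficient of 0.606 (permutation p = 0.0195, adjusted 0.0488) but a Spearman coefficient of 0.407 (permutation p = 0.151, adjusted 0.302). Against the ratio of M25, those of M23 had a Pearson coefficient of -0.171 (permutation p = 0.562). The read numbers in the DMR tables, over 31 chromosomes, gave 0.317 in M25 (permutation p = 0.0826) and 0.217 in M23 (permutation p = 0.239). The read numbers of the DMR tables are uncertain, as given for the genes around DNMT5a. In M23 the Pearson coefficient was 0.536 (permutation p = 0.0479, adjusted 0.0958) and the Spearman coefficient 0.455 (permutation p = 0.105), so copy number in M23 cannot be told apart from other reasons on 14 chromosomes.

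Of 56 identifiers in the count tables outside the Phatr3 naming, which the paper's text does not mention, 16 were tested and 2 were upregulated in M23, EMLSAT00000013131 (60 and 53 counts in M23, 8 and 6 in M25, 10 and 4 in WT) and EMLSAT00000013132 (29 and 21, 1 and 1, 0 and 1). Their total was 710 and 537 counts in M23, 262 and 252 in M25 and 239 and 199 in WT. The rise of genes of low abundance in M23 was tested as the reason. These 16 had a median LFC of 1.30 in M23, and 24.63% of random sets of diatom genes of the same abundance reached it, so their rise may be that of other genes at this level. No biological explanation was tested, and the organism that the identifiers belong to is not given in the sources used here.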

How the results depend on the processing

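The choices compared were set before the data were examined, apart from the restriction to genes with more than 3 WT counts, the single qPCR reference genes, the study's own scaled LFC and the comparison of methylation without TE-genes at 0 in all lines, which were chosen after seeing the data. Over the 36 results that answer a comparison, 631 alternatives were run. A count was taken as moved when it changed by more than 1.5 times, and a value without a test when it changed by more than the SD between replicates. Of these alternatives 512 left the result on its side of the threshold or within that margin, 15 weakened it past the threshold, 8 strengthened it past the threshold and 96 moved it beyond the margin. For the 162 LFC values of named genes, 3078 alternatives gave 2776, 229, 28 and 45. None of the called LFC values changed sign. Results that stayed within this margin under all alternatives were the listed TE-genes upregulated in both lines (334, range 237 to 386), the genes overlapping common hypoDMRs upregulated in both lines (19, range 16 to 21), the number of chromosomes whose median differs (10 in M23, range 8 to 11, and 9 in M25, range 7 to 9), and the median of the genes around DNMT5a (-0.74 in M23, range -0.82 to -0.61, and -0.09 in M25, range -0.12 to -0.07). The direction of the 12 qPCR genes held under the alternatives for the counts. It did not hold for all with a single qPCR reference, with 9 of 12 under RPS alone, where Phatr3_J18036, Phatr3_J42981 and Phatr3_J9233 turned, and 11 under TBP alone, where Phatr3_J44708 turned.

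Leaving out each library in turn, with the lone library assumed to vary like the other lines, gave 770 to 1951 upregulated and 449 to 1263 downregulated genes in M23, and 332 to 957 and 32 to 249 in M25. Genes upregulated in both lines ranged from 296 to 646, in M23 only from 474 to 1305 and in M25 only from 36 to 370, and genes downregulated in both from 7 to 57. Genes different between M23 and M25 ranged from 752 to 2555, other genes upregulated in both lines from 59 to 304, and genes with an absolute LFC below 1 at the FDR threshold from 0 to 429 in M23 and 0 to 240 in M25, where edgeR's test at an unadjusted p below 0.05 counted at least 1597 and 858 and DESeq2 with all libraries 955 and 220. R2 ranged from 0.792 to 0.846. The LFC of DNMT5a ranged from -1.79 to -1.46 in M23 and -1.87 to -1.44 in M25. The LFC of DNMT2 ranged from 1.57 to 1.97 in M23, from -0.32 to 0.12 in M25 and from 1.79 to 1.91 between the lines. The median of the chaperone genes in M23 ranged from 2.42 to 2.82, and the difference in WT methylation at a z-score above 2 in M25 from 0.0462 to 0.102. One library fewer leaves fewer samples for the test, and what else moves the counts was not tested.

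Testing against an LFC of 1 itself (glmTreat) asks for more than an estimate above 1 and so gives fewer calls: 749 upregulated and 177 downregulated in M23, 392 and 24 in M25, 328 upregulated in both lines, 421 in M23 only, 64 in M25 only, 6 downregulated in both, 367 different between the lines and 59 other genes upregulated in both lines, with an R2 of 0.777. DNMT5a (-1.64 in M23 and -1.64 in M25) and DNMT2 (1.73 in M23, 1.85 between the lines) then did not pass. The genes with an absolute LFC below 1 have no value under this test, which is made against that threshold.

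An FDR below 0.05 is less strict by construction and gave 1175 upregulated and 274 downregulated genes in M25, 861 upregulated in both lines, 314 in M25 only, 475 other genes upregulated in both lines, and 1961 and 556 genes with an absolute LFC below 1 in M23 and M25.

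Library totals alone gave 3354 upregulated and 287 downregulated genes in M23, 2750 upregulated in M23 only, 93 in M25 only and 26 downregulated in both lines. They raised the median of the chaperone genes in M23 to 3.11, turned the LFC of Phatr3_J46156 (DNMT3 in Supplementary Data 1, not an identifier the paper's text gives for it) in M23 to 0.18 and put DNMT6 (Phatr3_J47357) in M23 past the threshold (1.22). The median LFC of all genes in M23 rises by construction when the composition factors are left out. Limma on log2(TPM + 1), a scale that compresses the change of low genes, gave 2827 and 244 genes in M23, 62 downregulated in M25, 2374 upregulated in M23 only, 98 in M25 only, 14 downregulated in both lines, 17 with an absolute LFC below 1 in M25, an R2 of 0.626, -0.49 and -0.64 for DNMT5a (not called in either line), 0.19 for Phatr3_J46156 in M23 and 1.44 for the chaperone genes in M25.

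DESeq2 gave 249 downregulated genes in M25, 955 and 220 genes with an absolute LFC below 1, and a difference in WT methylation of 0.0740 in M25, past 0.05. With only the lines compared in each fit there were 246 downregulated genes in M25, 416 upregulated in M25 only, and 344 and 309 with an absolute LFC below 1. The R2 was 0.769 with limma-voom and 0.773 over genes with more than 3 WT counts. At a z-score above 1 the difference in WT methylation was 0.0834 in M23 and 0.0768 in M25, or 0.0749 and 0.0737 without the TE-genes at 0 methylation in all lines, and with the study's own scaled LFC it was 0.0672 in M25 (past 0.05) and 0.0516 in M23 (not past it). The TE-gene share in TPM was 2.33% in M23 and 2.23% in M25. For the results in this paragraph the cause was not tested.

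The replicate numbers do not pair the samples. Over the 8330 genes with a mean count above 100, the differences between replicates had correlations of -0.22 between WT and M23, 0.10 between WT and M25 and -0.20 between M23 and M25. With a replicate block, which leaves fewer degrees of freedom, the genes with an absolute LFC below 1 numbered 294 in M23 and 2 in M25, against 630 and 32 without it. It moved no other result that answers a comparison past its margin. The overlap of listed TE-genes with common hypoDMRs and its alternatives were not run because positions are known for only part of the TE-genes. Depth limits the TE-genes, of which 224 have at most 3 WT counts.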

Differences from the paper's values

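The paper gives 248 downregulated genes in M25, and the counts gave 158. Among the alternatives set before the data were examined, the value was within 1.5 times the paper's under DESeq2 (249), an FDR below 0.05 (274), RLE size factors (183), no filter on low counts (177), only the lines compared in each fit (246), and without M23 replicate 1 (249) or 2 (246). It was not under limma-voom (138), glmTreat (24), upper-quartile factors (144), library totals alone (132), TMM without the listed TE-genes (144), a CPM of 1 in 2 libraries (149), the replicate block (131), without M25 replicate 1 (32) or 2 (70), without WT replicate 1 (32) or 2 (38), or with limma on log2(TPM + 1) (62).

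For genes in M25 with a significant FDR and an absolute LFC below 1, the paper gives 216 and the counts gave 32. Among the alternatives set before the data were examined, DESeq2 (220), only the lines compared in each fit (309), and leaving out M23 replicate 1 (240) or 2 (232) were within 1.5 times the paper's value. The others were not: limma-voom (29), an FDR below 0.05 (556), RLE size factors (31), upper-quartile factors (32), library totals alone (26), TMM without the listed TE-genes (30), no filter on low counts (32), a CPM of 1 in 2 libraries (29), the replicate block (2) and limma on log2(TPM + 1) (17). With M25 replicate 1, M25 replicate 2, WT replicate 1 or WT replicate 2 left out, edgeR's test gave 0, while at an unadjusted p below 0.05 it counted 858, 1130, 872 and 1188.

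The paper states that in each mutant the TE-genes with the highest scaled LFC had higher CG methylation in WT than the other TE-genes. A z-score above 2 here is not the paper's cut. It held 15 TE-genes in each line, against 24 in M23 and 33 in M25 with the paper's scaled LFC. The direction of the methylation difference was the same here, but at a z-score above 2 the difference was not past 0.05 in M23 (0.0448, permutation p = 0.25) or in M25 (0.0644, permutation p = 0.0646). In M25 it was past 0.05 with DESeq2 (permutation p = 0.00952) and without WT replicate 2 (permutation p = 0.00298), and in both lines at a z-score above 1 (permutation p = 1e-05, the smallest these can give). With the paper's own scaled LFC, chosen after seeing the values, it was past 0.05 in M25 (permutation p = 0.00251) and not in M23 (permutation p = 0.0961), and none of the paper's 600 TE-genes was dropped.

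Supplementary Data 14 of the paper lists 36 genes as downregulated in both lines, and 28 of them were called here. The others were Phatr3_EG00356 (LFC -1.39 in M23 and -1.00 in M25), Phatr3_J14327 (-0.98 and -1.19), Phatr3_J44516 (-1.76 and -1.00), Phatr3_J45711 (-1.16 and -1.12), Phatr3_J46796 (-1.33 and -1.35), Phatr3_J48558 (-1.75 and -1.28), Phatr3_J48596 (-0.98 and -1.84) and Phatr3_J50517 (-0.98 and -0.97), where the values printed as -1.00 fall just short of the threshold. All 8 were called under DESeq2, which called 36 of the 36. Some were also called without M23 replicate 1 (6 of the 8), with RLE size factors (5), without M23 replicate 2 (4), at an FDR below 0.05 (3), without a filter on low counts (3), with only the lines compared in each fit (3), under limma-voom (1) and with the replicate block (1). In the table's column of M23 values, 24 of the 36 genes carry the same value, -2.11, so that column was not used here beyond DNMT5a.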

Other observations

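The tests of the abundance trend, of the counts of the most abundant genes and of the windows along the chromosomes were chosen after the result was seen, as were the comparison of methylation levels in the mutants and the choice of Phatr3_EG01882 as a gene to describe. The values of the DNA methyltransferase genes were planned.

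The LFC of a gene in M23 fell with its abundance (mean CPM over the lines). It had a median of 1.19 in the lowest 10% of tested genes and -0.68 in the highest 10%, a gap of 1.87. A change of scaling moves all genes alike and so cannot test this gap. In M25 the medians were 0.94 and -0.11. The genes on the TE-gene list do not account for it, since the gap without them was 1.70 (1.00 to -0.71). Genomic DNA in the M23 libraries was tested on 246 genes without a WT count. Their median count in M23 was 3, against 10.3 needed for the rise of the lowest 10%, and 83.7% were below what they needed. The same median of 3 was seen in M25, and genes without a WT count are close to the floor, so a contribution of genomic DNA cannot be told apart from other reasons. A change in how the M23 libraries were made, or a wide low transcription in M23, was not tested.

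The 100 most abundant genes of WT took 24.8% and 27.6% of the counts in M23, 34.0% and 33.6% in M25 and 36.9% and 35.9% in WT, and 96 of the 100 were lower in M23 and 66 in M25. A few abundant genes taking most of the counts was tested as the reason for the shift of all genes at library totals in M23. Without these genes in the totals the median went from 0.57 to 0.40, taken from the mean log2 CPM of each line with a pseudocount and so lower than the 0.64 of the edgeR fit at library totals, so that they account for a part of the shift and not the whole. No biological explanation was tested.

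Along the chromosomes, 8145 windows of 20 neighbouring tested genes outside the TE-gene list were compared. The lowest lay near the start of chromosome 6 in both lines. It ran from Phatr3_J45046 to Phatr3_J11673 in M23 (median LFC -1.76) and from Phatr3_J45039 to Phatr3_J6817 in M25 (-0.88). The lowest windows on other chromosomes were at -1.09 in M23 (chromosome 26) and -0.74 in M25 (chromosome 30). The comparisons share the WT libraries, so a high level in WT there would give the same picture in both lines. No explanation was tested for this stretch beyond those given for the genes around DNMT5a.

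Phatr3_J45036 is the only gene with 0 counts in the 4 DNMT5:KO libraries and at least 100 in WT (102 and 126). Phatr3_EG01882 is the only gene with at most 2 counts in M23 and at least 200 in both M25 and WT (0 and 1, 958 and 1297, 1628 and 1906). By the same limits 0 genes were absent in M25 and present in M23 and WT. No explanation was tested.

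Of the other DNA methyltransferases, Phatr3_J46156, which Supplementary Data 1 and 4 label DNMT3, had an LFC of -0.34 in M23, with a sign that turned with library totals alone (0.18), and -0.30 in M25. DNMT6 (Phatr3_J47357) had 0.69 in M23 and 0.51 in M25. Neither was called in either line, apart from DNMT6 in M23 with library totals alone (1.22). Adjusted over the list alone, 1 of the 3 tested genes, DNMT2, was upregulated in M23 and 0 in M25. The identifiers that the paper's text gives for DNMT3, Phatr3_J47136 and Phatr3_J36137, are not in the count tables, so whether Phatr3_J46156 is the same gene is not known here.

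The paper's CG methylation fractions of listed TE-genes upregulated in M23 only had a median of 0.0133 in WT and 0.0272 in M23, and those upregulated in M25 only had 0.0135 in WT and 0.0265 in M25. The lowest levels were thus higher in the DNMT5:KOs than in WT. The conversion rate of each bisulfite library was not used here, and no explanation was tested.

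The 12 qPCR genes were all called in M23, and adjusted over the list alone 6 were upregulated and 6 downregulated in M23.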
